# Transcription Profile of Aging and Cognition-Related Genes in the Medial Prefrontal Cortex

**DOI:** 10.3389/fnagi.2016.00113

**Published:** 2016-05-17

**Authors:** Lara Ianov, Asha Rani, Blanca S. Beas, Ashok Kumar, Thomas C. Foster

**Keywords:** aging, cognitive flexibility, prefrontal cortex, set shifting task, transcription

## Abstract

Cognitive function depends on transcription; however, there is little information linking altered gene expression to impaired prefrontal cortex function during aging. Young and aged F344 rats were characterized on attentional set shift and spatial memory tasks. Transcriptional differences associated with age and cognition were examined using RNA sequencing to construct transcriptomic profiles for the medial prefrontal cortex (mPFC), white matter, and region CA1 of the hippocampus. The results indicate regional differences in vulnerability to aging. Age-related gene expression in the mPFC was similar to, though less robust than, changes in the dorsolateral PFC of aging humans suggesting that aging processes may be similar. Importantly, the pattern of transcription associated with aging did not predict cognitive decline. Rather, increased mPFC expression of genes involved in regulation of transcription, including transcription factors that regulate the strength of excitatory and inhibitory inputs, and neural activity-related immediate-early genes was observed in aged animals that exhibit delayed set shift behavior. The specificity of impairment on a mPFC-dependent task, associated with a particular mPFC transcriptional profile indicates that impaired executive function involves altered transcriptional regulation and neural activity/plasticity processes that are distinct from that described for impaired hippocampal function.

## Introduction

The extent to which cognition declines over the course of aging varies across individuals. Neuroimaging studies indicate that the pattern of cognitive decline is related to changes in the structure and activity of the prefrontal cortex (PFC) and hippocampus (Grady et al., 2005; Persson et al., 2006; Dennis et al., 2008; Park and Reuter-Lorenz, 2009; Migo et al., 2016), suggesting that individual differences in cognitive aging may result from vulnerability and reorganization of these neural systems. In addition, altered white matter integrity could influence connectivity of the PFC with other brain regions (O'Sullivan et al., 2001; Pfefferbaum et al., 2005; Salat et al., 2005; Andrews-Hanna et al., 2007; Bennett et al., 2011; Borghesani et al., 2013). The molecular mechanisms for vulnerability and adaptive reorganization during aging have been the subject of speculation (Jackson et al., 2009; Kumar et al., 2009; McEwen and Morrison, 2013; Gray and Barnes, 2015). Previous work using microarray technology indicates that over the course of aging, the transcription of genes linked to inflammation and synaptic function increases and decreases, respectively, within a number of brain regions (Prolla, 2002; Blalock et al., 2003; Verbitsky et al., 2004; Erraji-Benchekroun et al., 2005; Loerch et al., 2008; Burger, 2010; Bordner et al., 2011; Haberman et al., 2011; VanGuilder et al., 2011; Zeier et al., 2011; Cribbs et al., 2012; Yuan et al., 2012; Berchtold et al., 2013; Primiani et al., 2014), suggesting possible mechanisms for variability in cognitive decline.

While it is widely thought that transcription is linked to cognitive function, there is relatively little information on the PFC transcriptional profile, which attempts to link altered gene expression to an age-related decline in behaviors that depend on the PFC. Indeed, the PFC provides several unique challenges for examining the relationship of transcription to age-related cognitive impairment. The PFC can be divided into several sub-regions and there is a long-standing debate over the equivalence of anatomical regions within the PFC across species (Uylings and van Eden, 1990; Preuss, 1995; Brown and Bowman, 2002; Vertes, 2004; Hoover and Vertes, 2007). In addition, the PFC is involved in executive function, which encompasses a number of cognitive processes including attention, response inhibition, working memory, and mental flexibility (Robbins, 1996; Bizon et al., 2012).

In the current study, we exploit individual differences in behavior to examine the relationship between age-related changes in cognition and transcription. Young and aged rats were characterized on two tasks that are age-sensitive, including an attentional set shift task that depends on the mPFC (Brown and Bowman, 2002; Kesner and Churchwell, 2011) and on a hippocampal-dependent spatial episodic memory task (Foster, 2012; Foster et al., 2012). RNA sequencing (RNA-seq) was used to construct transcriptomic profiles for the mPFC, white matter, and CA1 region of the hippocampus. Expression differences associated with aging and cognition, defined by variability in set shift or spatial memory behavior, were examined. Finally, the aging and cognition mPFC gene sets were compared to microarray data from other studies to test specific hypotheses. The results indicate that expression of immediate-early genes (IEGs) related to neural activity and synaptic plasticity decline with age in the mPFC; however, within the group of aged animals, expression of IEGs is up regulated in animals that exhibit delayed set shift behavior.

## Methods

### Animals

Procedures involving animal subjects have been reviewed and approved by the Institutional Animal Care and Use Committee and were in accordance with guidelines established by the U.S. Public Health Service Policy on Humane Care and Use of Laboratory. Male Fischer 344 rats of two ages, young (5–6 months, *n* = 11) and aged (17–22 months, *n* = 20) were obtained from National Institute on Aging colony (Taconic) through the University of Florida Animal Care and Service facility. Animals were maintained on a 12:12 h light schedule, and provided ad lib access to food and water prior to the set shifting task.

### Behavioral studies

#### Set shifting operant task

##### Apparatus

Testing in the set shifting task was conducted in standard rat behavioral test chambers (30.5 × 25.4 × 30.5 cm, Coulbourn Instruments, Whitehall, PA) with metal front and back walls, transparent Plexiglas side walls, and a floor composed of steel rods (0.4 cm in diameter) spaced 1.1 cm apart. Each test chamber was housed in a sound-attenuating cubicle, and was equipped with a recessed food pellet delivery trough located 2 cm above the floor in the center of the front wall. The trough was fitted with a photobeam to detect head entries and a 1.12 W lamp for illumination. Food rewards consisted of one 45 mg grain-based food pellet for each correct response (PJAI, Test Diet, Richmond, IN). Two retractable levers were located to the left and right of the food trough (11 cm above the floor), and a 1.12 W cue lamp was located 3.8 cm above each lever. An additional 1.12 W house light was mounted near the top of the rear wall of the sound-attenuating cubicle. An activity monitor was positioned above each test chamber to monitor locomotor activity throughout each session. This monitor consisted of an array of infrared (body heat) detectors focused over the entire test chamber. Movement in the test chamber (in x, y, or z planes) was defined as a relative change in the infrared energy falling on the different detectors. A computer interfaced with the behavioral test chambers and equipped with Graphic State 3.01 software (Coulbourn Instruments) was used to control experiments and collect data.

##### Behavioral shaping

The design of the set shifting task was based previously published methods (Floresco et al., 2008; Beas et al., 2013). Prior to the start of behavioral testing, rats were reduced to 85% of their free feeding weights over the course of 5 days and maintained at this weight for the duration of the experiments. Rats were trained and tested in the same behavioral testing chamber during the course of the experiment. Rats progressed through four stages of shaping prior to the start of the set shifting task, with new stages beginning on the day immediately following completion of the previous stage. On the day prior to Shaping Stage 1, each rat was given five 45 mg food pellets in its home cage to reduce neophobia to the food reward used in the task. Shaping Stage 1 consisted of a 64-min session of magazine training, involving 38 deliveries of a single food pellet with an inter-trial interval (ITI) of 100 ± 40 s. Shaping Stage 2 consisted of lever press training, in which a single lever (left or right, counterbalanced across groups) was extended and a press resulted in delivery of a single food pellet. After reaching a criterion of 50 lever presses in 30 min, rats were then trained on the opposite lever using the same procedures.

Shaping Stage 3 consisted of 90 trials that were designed to train rats to press the levers after their insertion into the test chamber. Each 20 s trial began with illumination of the house light and insertion of a single lever (either left or right, randomly selected within each pair of trials) into the test chamber where it remained for a maximum of 10 s. A response on the lever within this time window resulted in retraction of the lever, delivery of a single food pellet, and continued illumination of the house light for an additional 4 s. If a rat failed to respond on the lever within 10 s, the lever was retracted and the house light turned off, and the trial was scored as an omission. Rats received at least 4 daily sessions in this stage, and were trained until reaching criterion performance of fewer than 10 omissions out of the 90 trials.

Shaping Stage 4 was designed to determine each rat's side bias (i.e., preference for one lever over the other). Each trial consisted of multiple phases. In the first phase of a trial, the house light was illuminated and both levers were inserted into the test chamber. A response on either lever resulted in retraction of both levers and delivery of a single food pellet. In the second phase of a trial, both levers were again inserted, but only a response on the lever opposite to that chosen in the first phase resulted in food delivery. A response on the same lever chosen in the first phase (i.e., “incorrect”) resulted in the levers being retracted and the house light being extinguished. After a “correct” response in this second phase of a trial, a new trial was initiated, whereas after an “incorrect” response, the second phase of the trial was repeated. The second phase was repeated until rats made a “correct” response. The session ended after a total of 45 completed trials. The side associated with the greatest number of total responses across this phase of testing was considered a rat's biased side.

##### Visual cue discrimination

Following shaping stage 4, rats were trained to press the lever signaled by the illumination of a cue light over the lever. Each 20 s trial began with illumination of one of the cue lights (left or right, randomly selected in each pair of trials). After 3 s, the house light was illuminated and both levers were inserted into the chamber (the cue light remained illuminated while the levers were extended). A response on the lever corresponding to the cue light (a correct response) resulted in the house light remaining on for 4 s, during which time the levers were retracted, the cue light was extinguished, and a single food pellet was delivered. A response on the opposite lever (an incorrect response) or failure to respond within 10 s (omission) resulted in retraction of both levers and all lights being extinguished. Rats were considered to have acquired the task upon reaching criterion performance of eight consecutive correct trials (and at least 30 total trials, excluding omissions), with the maximum number of trials per session set at 120. Rats that failed to acquire the task within a single session (young: *n* = 5; aged: *n* = 13) received additional sessions on subsequent days.

##### Left/right discrimination (set shift)

After reaching criterion performance on the visual cue discrimination, rats were tested the next day in the set shift condition, in which the task contingencies were altered. In this condition, rats were required to ignore the visual cue and instead to consistently choose the left or right lever (whichever was not their biased side as determined in Shaping Stage 4). Hence, accurate performance required rats to “shift” their attention away from the visual cue and toward the left/right position of the lever. Beyond the shift in reward contingencies, trials were identical in presentation to those in the visual cue discrimination (i.e., on each trial, both levers were presented; with the cue light illuminated over one lever). As in the visual cue discrimination, the location of the illuminated cue light was randomized (left or right) in each pair of trials. Rats were considered to have acquired the task upon reaching criterion performance of eight consecutive correct trials, excluding omissions. The maximum number of trials per session was set at 120 and all rats acquired the task within a single session.

#### Morris water maze

Following completion of set shifting, animals were again provided ad lib access to food and water for ~7 weeks prior to testing on the water maze. Animals were trained in a black tank, 1.7 m in diameter, positioned in a well-lit room. The pool was surrounded by black walls and black curtain. For spatial training an assortment of two- and three-dimensional cues were hung on the walls and curtain. Water (27 ± 2°C) was maintained at a level ~8 cm below the surface of the tank. Methods employed to assess sensory-motor deficits and impaired episodic spatial memory on the water maze have been published previously (Foster et al., 1991; Kumar and Foster, 2013; Guidi et al., 2014). For cue and spatial tasks, training consisted of five blocks with three trials per block and training on each task was massed into a single day. Inter-trial intervals were 20 s and inter-block intervals were ~15 min. Rats remained on the platform between trials and in home cages under the heat lamp after each block. Behavioral data was acquired with Noldus EthoVision computer tracking software (Noldus Information Technology, Leesburg, VA, USA) and included path-length and latency to escape to the platform, platform crossing and time in the goal and opposite quadrants.

Rats were first trained on the cue discrimination version of the water escape task. The escape platform was extended ~1 cm above the water level and a white Styrofoam flag was attached. For each trial, the platform position and start location were randomized. If an animal did not escape the water maze within 60 s, the rat was gently guided to the platform. Three days following cue training, animals were trained on the spatial discrimination task. For spatial discrimination, the escape platform was hidden ~1.5 cm beneath the water level and remained in the same location relative to the distal cues in the room for the duration of the initial spatial training. Fifteen minutes following the end of training on block 5, a free-swim probe trial was administered as a measure of learning. For the probe trial, the platform was removed and the animal placed in the tank for 60 s. A spatial discrimination index was computed according to the formula (G − O)/(G + O) where G and O represent the percent of time spent in the goal quadrant and quadrant opposite the goal, respectively.

##### Statistical analysis of behavior

The total numbers of trials required to achieve criterion (TTC) on the visual cue discrimination and on the left/right discrimination (set shift) were used as the indices of performance. Mean distance to find the platform during each training block for the water maze cue and spatial tasks and probe trial data, platform crossing, and discrimination index, were employed to examine learning on the water maze. For the distance measures, repeated measures analyses of variance (ANOVAs) were used to examine age and training effects. One way ANOVAs were used to examine aged effects for the water maze probe trial data and TTC measures from the operant tasks. Fisher's protected least significant difference comparisons, with the *p*-value set at 0.05, were used to localize differences.

#### Tissue collection

Two weeks following water maze testing, rats were anesthetized with isoflurane (Piramal Healthcare), decapitated and the brain was rapidly removed. The PFC was blocked into 1 mm coronal slices. The mPFC including the prelimbic and infralimbic regions were collected from two sections (between +5.0 and +2.5 anterior to bregma; Paxinos and Watson, 1986). For a subset of animals (young = 8, aged = 9), white matter was collected adjacent to the mPFC (Figure 1). For region CA1, the hippocampus was isolated, a 1–2 mm slice was removed from the dorsal hippocampus, and the CA1 region was dissected (Blalock et al., 2003; Zeier et al., 2011). The collected tissue was immediately frozen in liquid nitrogen and stored in −80°C until processed.

**Figure 1:**
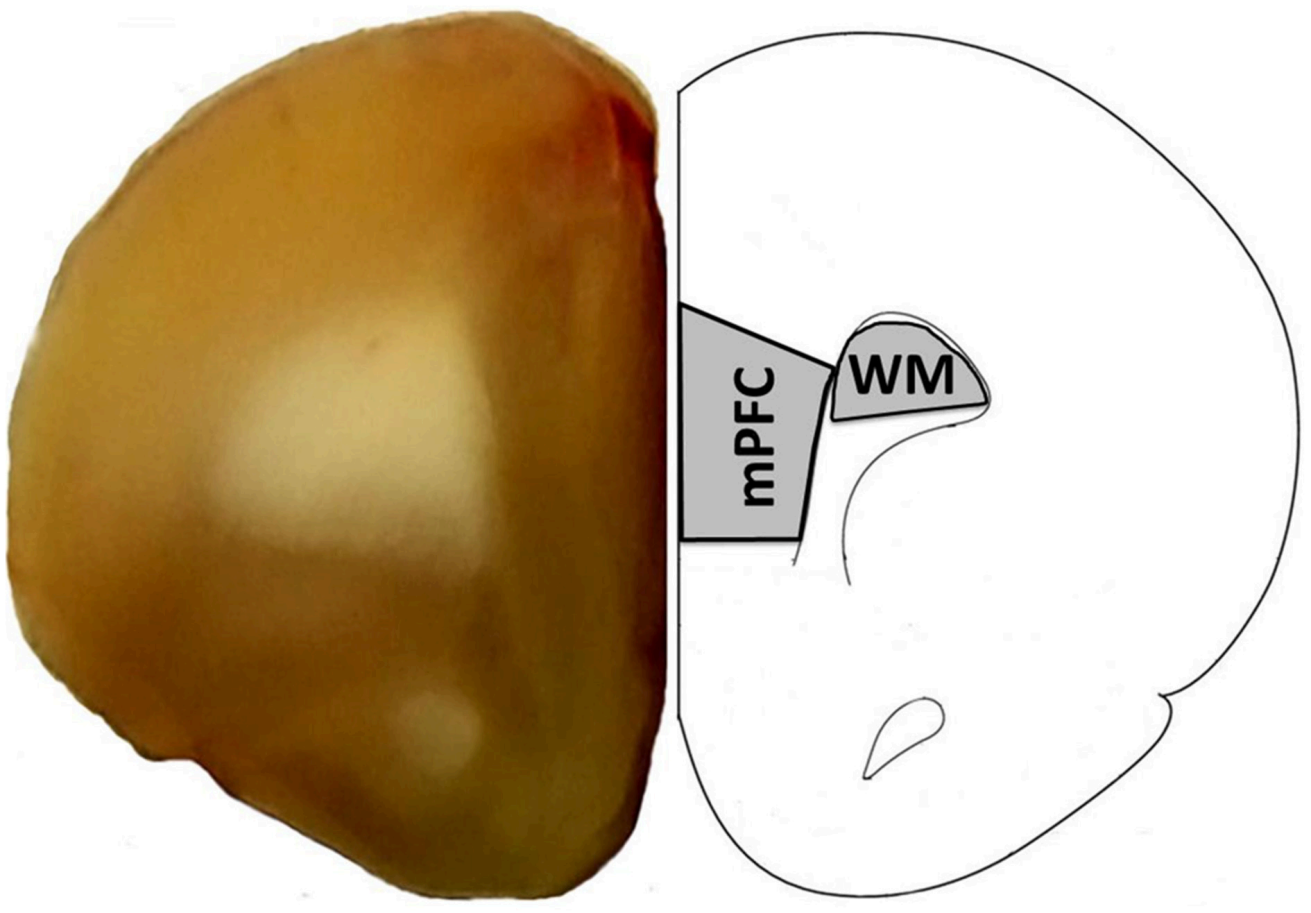
**Region of the mPFC and white matter (WM) collected for RNA-seq**. The right panel provides a schematic of a coronal slice +2.7 anterior to bregma diagram as adapted from Paxinos and Watson (1986) and illustrates the region of the mPFC and white matter collected for RNA-seq. The left panel shows a coronal slice from this same region.

#### RNA and library preparation

RNA was isolated from the mPFC, CA1, and white matter using the RNeasy Lipid Tissue Mini kit (Qiagen, catalog number 74804) and DNase digestion was performed with the RNase-Free DNase Set (Qiagen, catalog number 79254). The concentration was measured with the NanoDrop 2000 spectrophotometer and the RNA integrity number (RIN) was quantified by the University of Florida Interdisciplinary Center for Biotechnology Research using the High Sensitivity RNA Screen Tape in an Agilent 2200 Tapestation system. The average RIN across all regions was 8.02 (±SEM 0.05). External RNA Controls Consortium (ERCC) spike-in controls (Thermo Fisher, catalog number 4456740) were added to a subset of samples and the mRNA was selected with the Dynabeads mRNA DIRECT Micro kit (Thermo Fisher, catalog number 61021). Whole transcriptome libraries were prepared with the Ion Total RNA-seq Kit v2 (Thermo Fisher, catalog number 4475936) with the addition of the Ion Xpress barcodes for multiplex sequencing (Thermo Fisher, catalog number 4475485). The concentration of the libraries was quantified by the Qubit dsDNA HS Assay (Thermo Fisher, catalog number Q32851) and size distribution was evaluated with the High Sensitivity D1000 Screen Tape in the Tapestation system.

#### Reverse transcription quantitative polymerase chain reaction

Reverse transcription quantitative polymerase chain reaction (RT-qPCR) was performed in a subset of samples to validate RNA-seq results. cDNA was prepared using the QuantiTect Reverse Transcription kit (Qiagen, catalog number 205311) and quantitative PCR was completed with the TaqMan Gene Expression Assays (*Arc:* Rn00571208_g1*, Egr1:* Rn00561138_m1*, Egr2:* Rn00586224_m1*, Egr4:* Rn00569509_g1*, Fos:* Rn02396759_m1*, Lin7b:* Rn00572781_m1*, Gapdh:* Rn01775763_g1) in a 7300 Real-Time PCR system with SDS software version 1.3.1 (Applied Biosystems). The ΔΔCT method (Livak and Schmittgen, 2001) was used to determine the relative cDNA levels. Differences in the subset of RNA-seq and RT-qPCR were confirmed using *t*-tests between young and aged rats and between age impaired and unimpaired animals.

#### Sequencing, bioinformatics, and statistical analysis

Template preparation was performed in the Ion Chef system and sequencing was completed in the Ion Proton (Thermo Fisher). ERCC analysis was executed in the Torrent Server with the ERCC analysis plugin. Spiked samples contained R^2^ above 0.9 with at least 60 transcripts. On average, each sample contained 18.8 million reads of 131 base pair length. Low quality reads were removed from the FASTQ files and the data was aligned to the rn5 genome using the two step alignment method for Ion Proton transcriptome data with TopHat2 and Bowtie2 in the Partek Flow servers (Partek Inc.). Gene-level counts were generated from BAM files using the *featureCounts* function in the R package *Rsubread* (Liao et al., 2014). The Rnor_5.0.78.gtf file was used for annotation and count normalization was performed with the DESeq package in R. The data for this study has been uploaded to NCBI's Gene Expression Omnibus under the accession number: GSE75772.

Gene filtering and initial statistical analysis was performed according to our previously published work (Blalock et al., 2003; Aenlle et al., 2009; Aenlle and Foster, 2010; Zeier et al., 2011). Gene lists were initially filtered to remove those genes with counts of 5 or less, which resulted in the detection of over 18,000 Ensembl database genes from each area. 

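The deposited tables list 26689 Ensembl genes for each region. A normalized count above 5 in at least 1 library was reached by 18557 genes in the mPFC, 18737 genes in region CA1 and 18403 genes in white matter. The paper does not state over which libraries its limit on counts was taken. Its number of detected genes was reached with the limit in at least 1 library, and not with the limit on the mean given next. A mean normalized count above 5 over the libraries of a region was reached by 16349 genes in the mPFC, 16350 genes in region CA1 and 16536 genes in white matter, and these genes were tested for age differences. No read was counted on 3444 genes in the mPFC, 3496 genes in region CA1 and 4171 genes in white matter. The tables identify genes by Ensembl number and do not pair these numbers with gene symbols.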

Gene lists were further filtered such that only genes with annotation of at least one gene ontology (GO) term were considered for gene enrichment analysis. Filtering for GO terms resulted in 15075 mPFC genes, 15235 genes, and 15084 white matter genes. For differential expression analysis associated with age, a statistical filter was performed in each tissue type independently, using a one-way ANOVA generated in Partek Genomics Suite 6.6, with *p* < 0.025 according to our previous work (Blalock et al., 2003; Aenlle et al., 2009; Aenlle and Foster, 2010; Zeier et al., 2011). For examination of mPFC gene expression related to cognition, Pearson's correlations were calculated between the behavioral TTC measures for the set shifting task or discrimination index score for spatial learning and the expression of each gene in the mPFC transcriptome. Correlations were limited to aged animals in order to remove age as a confound. Due to multiple comparisons, the confidence in any single gene is low; therefore, gene enrichment analysis was performed under the assumption that changes in biological process with age or cognition would result in a shift in the expression of clusters of genes related to the biological process. For gene enrichment and functional annotation clustering analysis, data sets of genes that exhibited an increase or decrease in expression were separately submitted to the NIH database for annotation, visualization, and integrated discovery (DAVID; Huang et al., 2007a,b). Enrichment analysis was limited to gene ontology for biological processes and cellular components with the Benjamini False Discovery Rate (FDR) *p* < 0.05 as a cut-off for cluster selection. The heat map were generated in Partek Genomics Suite 6.6 using the genes that were identified in DAVID with counts which were standardized to z-scores. In other cases, specific hypotheses were tested by comparing gene expression with previous published work using microarrays. In this case, we determined whether the previously published genes were detected by our procedures. This set of genes that were common across studies represented the total data set. Next, we used a fold change and chi squared test to determine if the genes were altered in the same direction, relative to what would be expected by chance. The number of genes that were significantly altered in the same direction was determined using one-tailed *t*-tests with the direction specified by the microarray studies. A FDR was calculated by calculating the number of genes expected to change in a specified direction using the formula T^*^p, where T = total number of genes tested and p is the significance level (0.05). The expected number of genes was divided by the number of genes that were significantly different in the predicted direction to obtain the FDR.

## Results

### Behavior

#### Set shift

Young (*n* = 11) and aged (*n* = 20) animals were trained on the visual discrimination operant task followed by set shift testing. Aged animals exhibited considerable variability in performance on each task (Figure 2), with some aged animals performing in a range similar to young. Examination of the TTC for visual discrimination indicated no effect of age [*F*_(1, 29)_ = 2.15, *p* = 0.15; Figure 2A]. In contrast, an age difference in TTC was observed for the set shifting (left/right discrimination) behavior [*F*_(1, 29)_ = 7.95, *p* < 0.01], with a subset of aged rats exhibiting an increase in TTC relative to young (Figure 2B).

**Figure 2:**
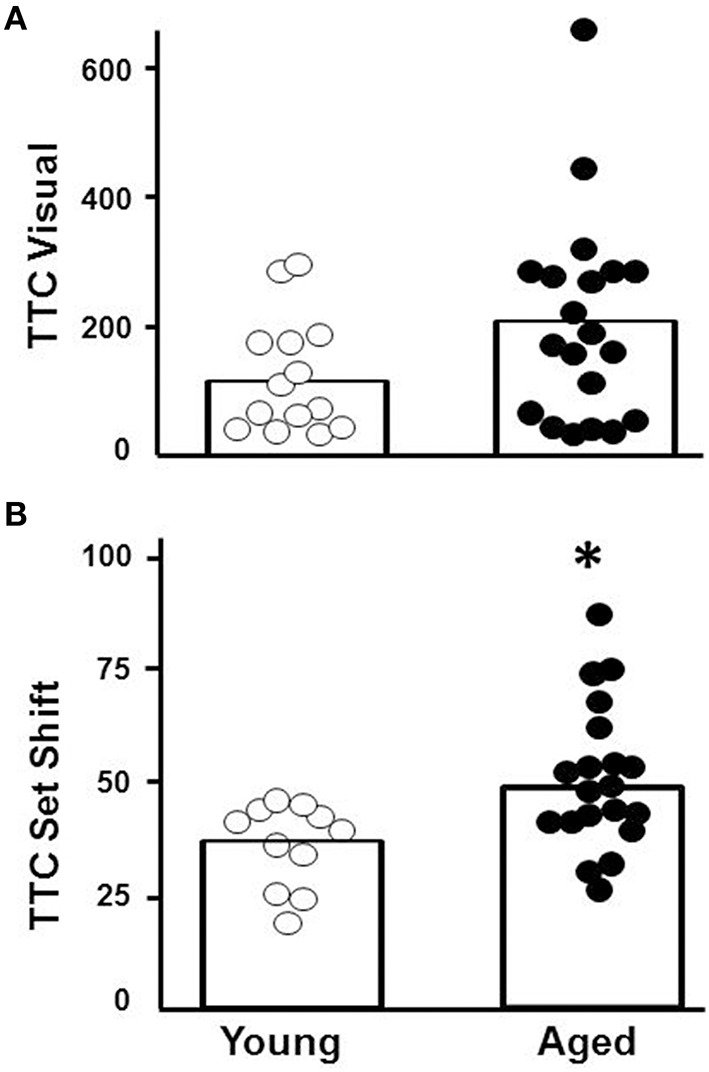
**Performance on the visual discrimination and set shift operant tasks**. Trials to criteria (TTC) are illustrated for individual aged (filled circles, *n* = 20) and young (open circles, *n* = 11) animals during performance of the **(A)** initial visual discrimination and **(B)** set shift tasks. Asterisk indicates that aged animals exhibited more trails to criteria for the set shift task (*p* < 0.01). The open bars indicate the mean TTC for each group.

#### Water maze

For the cue discrimination version of the water maze task, all animals were able to find the visible platform during the 60 s time limit during the last three trials (block 5). A repeated measures ANOVA for the cue discrimination task indicated an effect of training [*F*_(4, 116)_ = 7.84, *p* < 0.0001] and age [*F*_(1, 29)_ = 11.43, *p* < 0.005] and an interaction of age and training [*F*_(4, 116)_ = 2.92, *p* < 0.05] due to superior performance by young animals during the final training blocks (Figure 3A). A repeated measures ANOVA for the spatial discrimination task indicated an effect of training [*F*_(4, 116)_ = 17.82, *p* < 0.0001] and an interaction of age and training [*F*_(4, 116)_ = 3.13, *p* < 0.05; Figure 3B]. The results of the probe trial indicated a decrease in platform crossings for aged animals [*F*_(1, 29)_ = 8.52, *p* < 0.01; Figure 3C]. No age effect was observed for the discrimination index; however, consistent with previous reports (Blalock et al., 2003; Foster, 2012; Kumar and Foster, 2013; Guidi et al., 2014), there was considerable variability (Figure 3D). For aged animals, the relationship between behavioral measures on the operant tasks (visual discrimination TTC, set shift TTC) and on the water maze (distance to escape on block 5 of the cue task, distance to escape on block 5 of the spatial task, platform crossings, and discrimination index of the probe trial) was examined (Table 1). The results indicated a correlation between the distance on block 5 of the spatial task and the discrimination index (*r* = −0.484, *p* < 0.05), such that longer escape distances on the spatial task were associated with poorer discrimination index scores.

**Figure 3:**
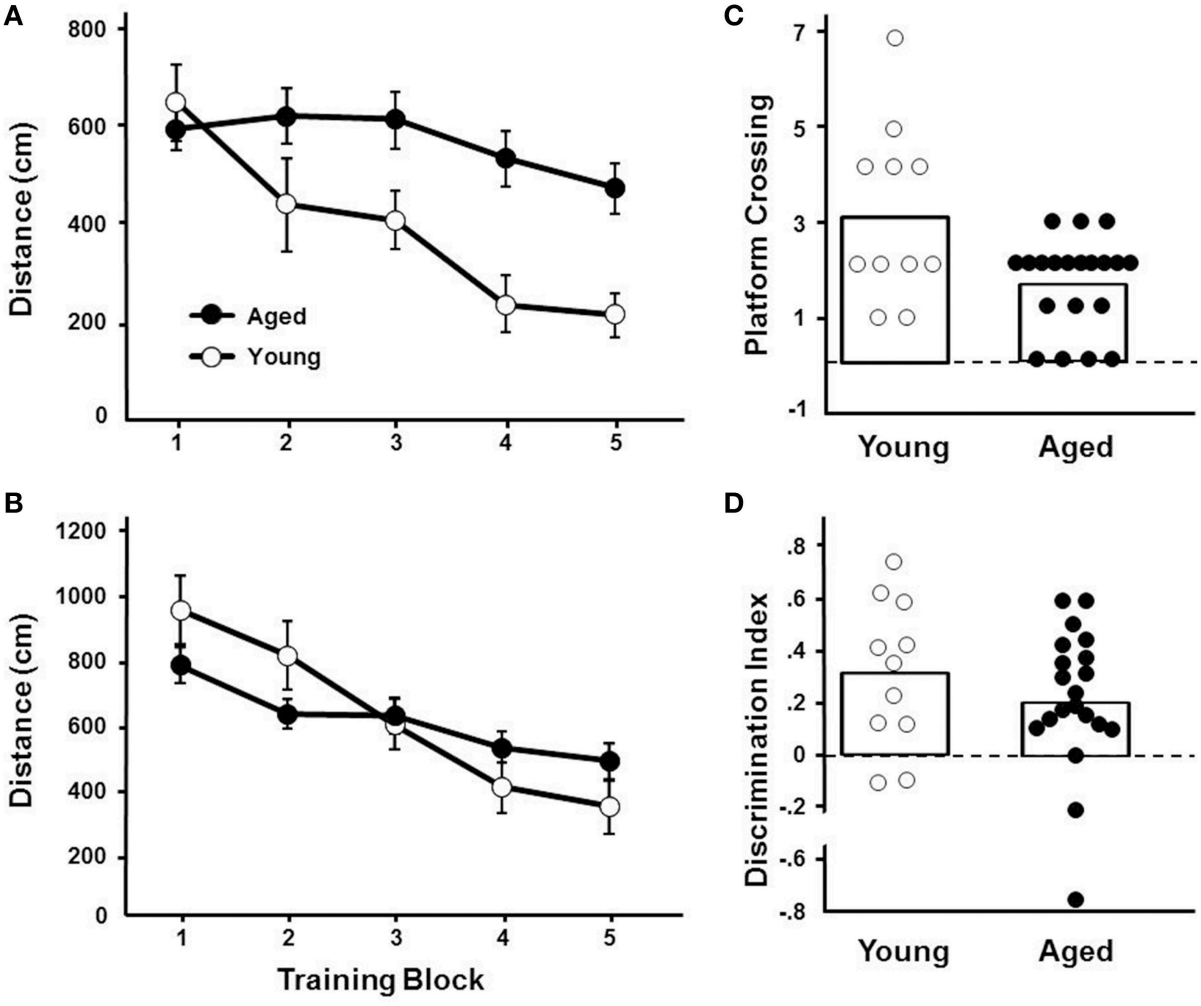
**Performance on the water maze task**. Symbols indicate the mean (±SEM) escape path length to the escape platform during five training blocks on the **(A)** cue and **(B)** spatial discrimination tasks for young (open symbols) and aged (filled symbols) animals. Individual **(C)** platform crossing and **(D)** discrimination index scores for young (open symbols) and aged (filled symbols) animals. The open bars indicate the means for each group.

**Table 1:** **Behavioral correlations**.

	**Visual TTC**	**Cue block 5**	**Spatial block 5**	**Crossings**	**Discrimination index**
Set shift TTC	0.168	0.115	−0.356	0.145	0.154
Visual TTC		0.245	−0.185	0.197	0.309
Cue block 5			0.29	−0.126	0.17
Spatial block 5				−0.376	−0.484^*^
Crossings					0.311

* *p < 0.05*.

### Gene expression

#### Gene expression related to aging

RNA-seq libraries from the mPFC and region CA1 of the hippocampus were prepared from all animals (young = 11, aged = 20). In addition, libraries were prepared from white matter, collected from a subset of animals (young = 8, aged = 9). 

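The mPFC and CA1 libraries were made from messenger RNA of young (5 to 6 months) and aged (17 to 22 months) rats, with 1 library per rat and region, and were sequenced on the Ion Proton. Depths are given in M (mega) reads. The authors aligned the reads to the rn5 genome, counted them per gene with featureCounts and divided the counts of each library by a size factor from DESeq. The paper does not state whether the size factors were computed for each region on its own. Each library's smallest step between values gave its size factor, and 100% of the values in each library came out as whole reads. In the mPFC, between 6.85 and 17 M reads per library were counted on genes in the 11 young rats (median 13.2 M) and between 5.51 and 12.3 M reads in the 20 aged rats (median 8.13 M). In region CA1, the counts ranged from 5.29 to 13.8 M reads in young rats (median 9.11 M) and from 7.7 to 19 M reads in aged rats (median 11.1 M). Young rats had more reads than aged rats in the mPFC (12.7 ± 3.31 against 8.61 ± 1.96 M reads, SD, two-sided permutation test, p = 2e-04) and fewer in region CA1 (9.1 ± 2.08 against 11.8 ± 3.21 M reads, p = 0.0171). Over all 79 libraries, white matter included, the mean was 10.4 ± 2.92 M reads on genes (SD). The paper's value of 18.8 M reads is for the reads each sample contained, and the values given here use the reads on genes. Differences were tested with limma, with a trend in the variance, on log2(normalized count + 1), which understates the change of genes with low counts. The rat numbers fall into 3 series, which neither the paper nor the sample labels explain. In both regions, the series from 1918 to 1936 held 3 young and 11 aged rats, the series from 121412 to 121448 held 4 young and 1 aged, and the series from 2172 to 2191 held 4 young and 8 aged.

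**Figure D1:**
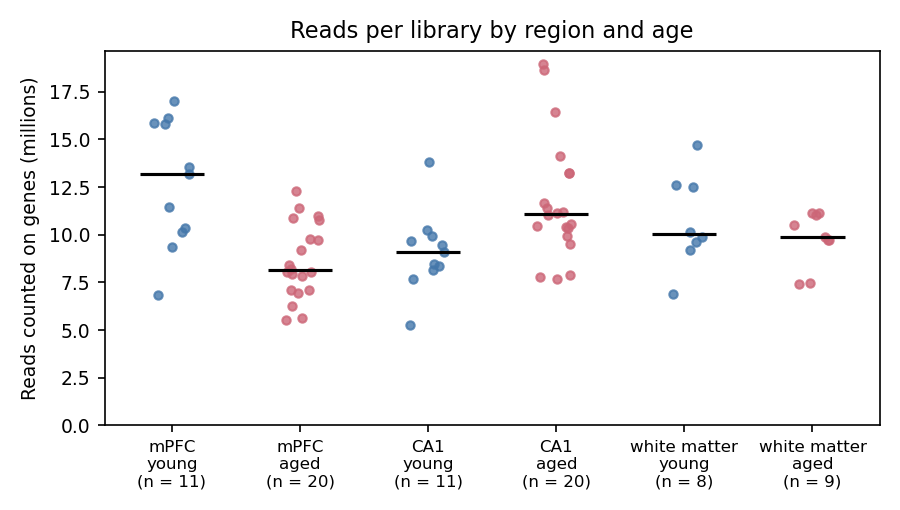
Reads counted on genes, in M (mega) reads, for each library by region and age, with a line at the median of each group. In the mPFC, the median was 13.2 M reads in young and 8.13 M reads in aged rats.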

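White matter was dissected next to the mPFC, and its 17 rats also gave an mPFC and a CA1 library. Whether its counts were normalized apart from those of the other regions is not stated in the paper. All values again came out as whole reads. Between 6.92 and 14.7 M reads per library were counted on genes in the 8 young rats (median 10 M) and between 7.41 and 11.1 M reads in the 9 aged rats (median 9.9 M). The depth of young and aged libraries differed by less than the spread between rats (10.7 ± 2.44 and 9.78 ± 1.45 M reads, SD, two-sided exact permutation test, p = 0.36). The 1918 to 1936 series was not among these rats. The 2172 to 2191 series held 4 young and 8 aged rats, and the 121412 to 121448 series held 4 young rats and 1 aged rat. The filter on counts and the test were those used for the mPFC.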

Gene expression data was statistically filtered for age differences using ANOVAs for each tissue type with a cut-off set at *p* < 0.025. The largest and smallest number of age-related genes was observed for white matter (1529 genes) and region CA1 (286 genes), with 731 genes altered in the mPFC. 

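At an unadjusted p-value under 0.025, 2317 of 16536 genes differed with age in white matter, 846 of 16349 in the mPFC and 403 of 16350 in region CA1. A p-value under 0.025 would be reached by chance for about 413, 409 and 409 genes. In white matter 1272 genes increased and 1045 decreased, in the mPFC 467 increased and 379 decreased, and in region CA1 306 increased and 97 decreased. With edgeR on whole reads, 1178 increased and 1321 decreased in white matter, 619 and 323 in the mPFC, and 244 and 200 in region CA1. Without rat 121437, 1643 increased and 1738 decreased in white matter. With the one-way ANOVA of the normalized counts, 403 increased and 469 decreased in the mPFC, and 196 and 144 in region CA1. With the number series as a term, 497 increased and 663 decreased in the mPFC. With Benjamini-Hochberg adjustment, 378 genes passed an adjusted p-value under 0.05 in white matter, 9 in the mPFC and 4 in region CA1. In other splits of the same libraries into groups of the same sizes, the median count was 225 genes in white matter, 193 in the mPFC and 192 in region CA1. Of 100 splits, the real one included, 4 gave as many genes as white matter, 11 as many as the mPFC and 28 as many as region CA1. As a ratio, the mPFC count moved most when the fit was restricted to the 14 rats of the 1918 to 1936 series, where 73 genes passed, against 387 in region CA1. The mPFC libraries of rats 1932 and 1924 belong to this series. They had the lowest median correlations with the other mPFC libraries (0.8765 and 0.9477), and the series was not fitted without them. Within the 2172 to 2191 series, 1159 genes passed in the mPFC, 814 in region CA1 and 1165 in white matter. With the number series as a term in the fit, the counts were 1160 genes in the mPFC, 536 in region CA1 and 1072 in white matter. Over the 17 rats with white matter, 1925 genes passed in the mPFC and 583 in region CA1. ENSRNOG00000002919 increased in the mPFC from 4054 ± 1186 normalized counts (SD, n = 11) in young to 8178 ± 3410 (SD, n = 20) in aged rats. Its log2 fold change was 0.97 (standard error 0.177, adjusted p = 0.0241 from limma), and 19 of 20 aged rats lay above the median of the young. ENSRNOG00000000443 increased from 169 ± 33.6 to 321 ± 114 normalized counts, with a log2 fold change of 0.86 (standard error 0.155, adjusted p = 0.0241) and all 20 aged rats above the median of the young. ENSRNOG00000048145 decreased from 730 ± 112 to 502 ± 105 normalized counts, with a log2 fold change of -0.56 (standard error 0.107, adjusted p = 0.0284) and all 20 aged rats below the median of the young. With each rat left out in turn, the highest adjusted p-values of the 3 genes were 0.0866, 0.0866 and 0.0961, so none of the 3 stayed under 0.05 in every fit. From counts of this kind, the paper states that the number of age-related genes was largest in white matter and smallest in region CA1. Its counts appear to be limited to genes with a gene ontology term, a filter not applied here.

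**Figure D2:**
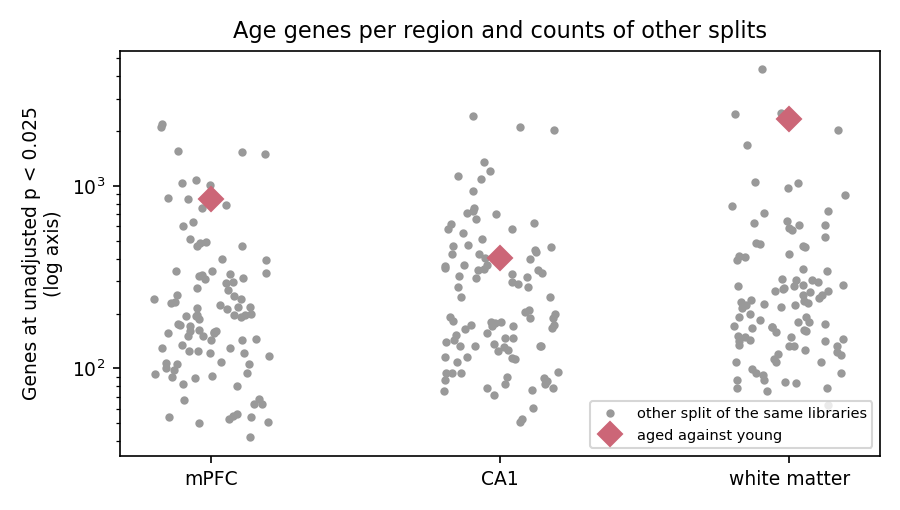
Number of genes at an unadjusted p-value under 0.025 (log axis) in each region, for aged against young rats (diamonds) and for other splits of the same libraries into groups of the same sizes (points). The diamond stands at 846 genes in the mPFC, 403 in region CA1 and 2317 in white matter.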

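Of the genes tested in both regions, 181 differed with age in the same direction in the mPFC and white matter, 81 in the mPFC and region CA1, and 161 in region CA1 and white matter. Calls that were independent between regions would share about 58.4, 10.1 and 27.8 genes. Another 11 genes differed in opposite directions between the mPFC and white matter, 2 between region CA1 and white matter and 0 between the mPFC and region CA1. The 11 genes compare 31 mPFC with 17 white matter libraries. Over the same 17 rats, opposite changes at this limit were more frequent. They included 53 genes among those whose age effect differed between the mPFC and white matter in a limma test of that difference (adjusted p-value under 0.05). That test treated the 2 libraries of a rat as independent and called 113 genes. With the rat as a block, only 11 genes were called. The shared genes were 21.7% of the mPFC genes and 8.12% of the white matter genes for the first pair. They were 9.72% of the mPFC and 20.8% of the CA1 genes for the second, and 40.8% of the CA1 and 7.15% of the white matter genes for the third. When rats were assigned to the age groups at random, in both regions together, the median number shared was 2, 3 and 3 genes. At an adjusted p-value under 0.05 in both regions, 4 genes were shared by the mPFC and white matter, 0 by the mPFC and region CA1, and 4 by region CA1 and white matter. At an unadjusted p-value under 0.05 alone, 1504 genes passed in the mPFC and 712 in region CA1.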

Although, expression changes were relatively distinct, there was some overlap. Furthermore, for genes that overlapped across any two regions, the number of up regulated genes was 2–8 times larger than genes that decreased expression (Figure 4).

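Among the shared genes, 154 increased and 27 decreased in the mPFC and white matter, 75 increased and 6 decreased in the mPFC and region CA1, and 145 increased and 16 decreased in region CA1 and white matter. The increased genes were 5.7, 12.5 and 9.06 times as many as the decreased genes. These ratios were 7, 3.36 and 6.92 with the one-way ANOVA of the normalized counts and 11, 8.58 and 18.9 with the number series as a term. Over the 17 rats with white matter they were 7.4, 17 and 4.53. All these ratios count the genes shared by all 3 regions. Without those genes, 113 increased and 26 decreased in the mPFC and white matter. The numbers were 34 and 5 in the mPFC and region CA1, and 104 and 15 in region CA1 and white matter. In the reported counts, increased genes made up 85.1%, 92.6% and 90.1% of the shared genes, against 55.2% of all age-related genes of the mPFC, 75.9% of those of region CA1 and 54.9% of those of white matter. In 100 splits of the rats between the age groups, the real one included, a share of 1 direction as high was reached in 31, 32 and 22 splits, although most other splits shared few genes. Of all genes, 41 increased in the 3 regions and 1 decreased. The difference in the age effect between regions was tested with an age by region term in limma. Between the mPFC and region CA1, 0 of 15997 genes passed an adjusted p-value under 0.05 for this term, and 463 passed an unadjusted p-value under 0.05 where chance gives about 800. Between the mPFC and white matter of the same 17 rats, 113 of 15881 genes passed, and 11 passed with the rat as a block.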

**Figure 4:**
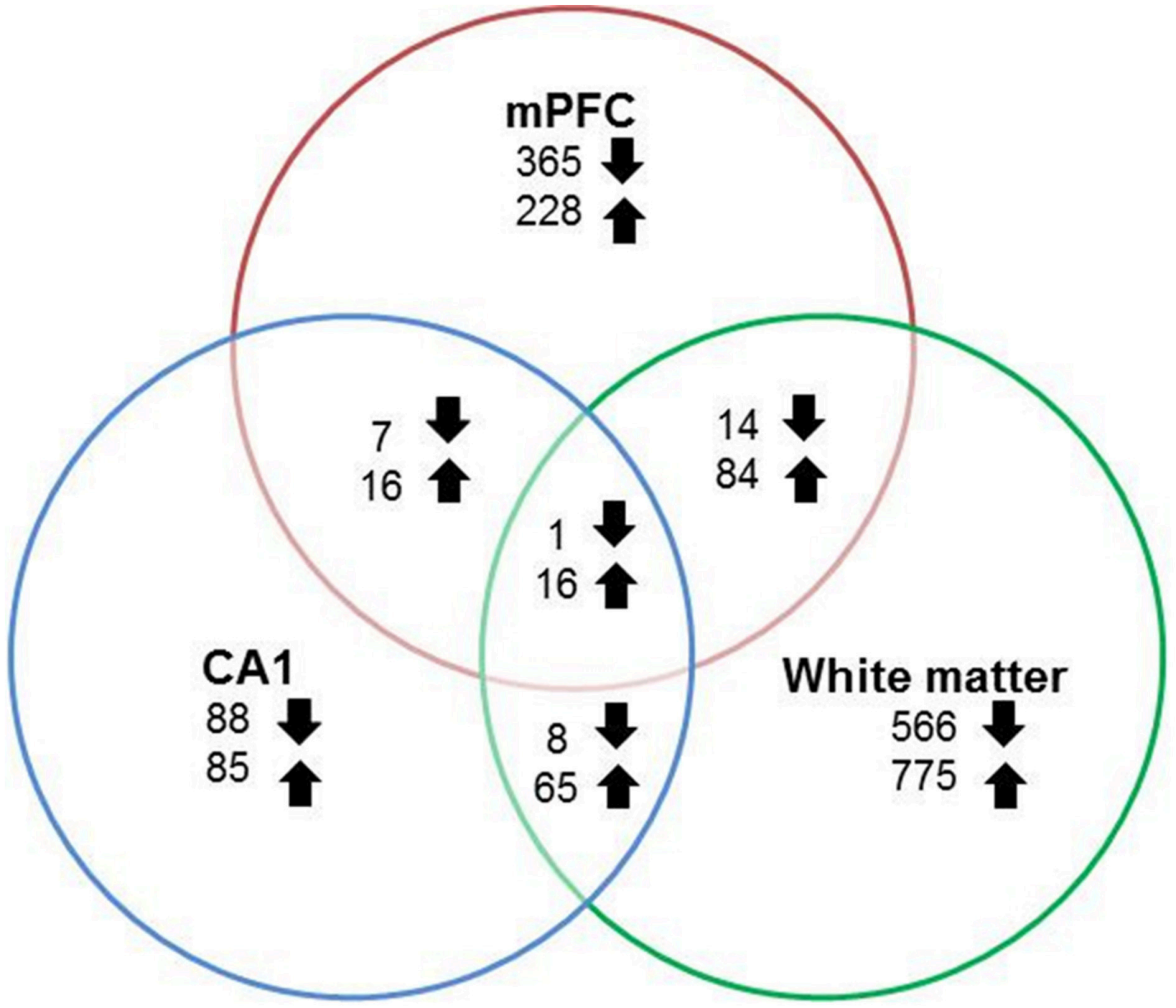
**Number of genes altered during aging across regions**. Graphic summary of the total number of genes whose expression either significantly (*p* < 0.025) increased (up arrow) or decreased (down arrow) in the mPFC, region CA1, white matter, and across regions.

Based on functional studies, it has been suggested that the mPFC of the rat may be analogous to the dorsolateral PFC of humans and non-human primates (Dias et al., 1997; Birrell and Brown, 2000; Kesner and Churchwell, 2011). To determine possible expression changes in the rat mPFC that may correspond to changes observed in humans, we compared our results with a microarray study examining age-related changes in the dorsolateral (Brodmann's area 9) PFC of humans (Erraji-Benchekroun et al., 2005). For the 414 age-related probes from the dorsolateral PFC of the original human data set, we were able to identify 318 rat genes in the mPFC and the direction of change, increasing or decreasing, was determined for the rat. From the set of 318 genes, we observed 203 genes (64%) that changed in the same direction as predicted in humans and a chi square analysis indicated that the directional changes were different than that expected by chance (*x*^2^ = 11.86, *p* < 0.001). One-tailed *t*-tests (*p* < 0.05 with direction specified by age-related changes in humans) were conducted to examine age differences in expression of these 318 genes. A total of 60 genes (39 decreased, 21 increased) reached significance (FDR: 0.27; Table 2).

**Table 2:** **Age-related changes across the rat mPFC and the dorsolateral PFC of humans**.

**Gene symbol**	**Gene name**	**Direction**
*Anp32b*	Acidic leucine-rich nuclear phosphoprotein 32 family member B	Increased
*C4a*	Complement component 4A	Increased
*Chi3l1*	Chitinase 3-like 1 (cartilage glycoprotein-39)	Increased
*Clu*	Clusterin	Increased
*Daam2*	Disheveled associated activator of morphogenesis 2	Increased
*Enah*	Enabled homolog	Increased
*Fgfr1*	Fibroblast growth factor receptor 1	Increased
*Gfap*	Glial fibrillary acidic protein	Increased
*Hipk2*	Homeodomain interacting protein kinase 2	Increased
*Maob*	Monoamine oxidase B	Increased
*Map4*	Microtubule-associated protein 4	Increased
*Map7*	Microtubule-associated protein 7	Increased
*Mid1ip1*	MID1 interacting protein 1	Increased
*Moxd1*	Monooxygenase, DBH-like 1	Increased
*Mxi1*	MAX interactor 1	Increased
*Plekhb1*	Pleckstrin homology domain containing, family B (evectins) member 1	Increased
*Ptk2b*	PTK2B protein tyrosine kinase 2 beta	Increased
*Rassf2*	Ras association (RalGDS/AF-6) domain family member 2	Increased
*Ssfa2*	Sperm specific antigen 2	Increased
*Sun2*	Unc-84 homolog B (*C. elegans*)	Increased
*Zcchc24*	Zinc finger, CCHC domain containing 24	Increased
*Adamts8*	ADAM metallopeptidase with thrombospondin type 1 motif, 8	Decreased
*Agfg1*	ArfGAP with FG repeats 1	Decreased
*Cacna1g*	Calcium channel, voltage-dependent, T type, alpha 1G subunit	Decreased
*Cask*	Calcium/calmodulin-dependent serine protein kinase (MAGUK family)	Decreased
*Cdh11*	Cadherin 11, type 2, OB-cadherin (osteoblast)	Decreased
*Cdh8*	Cadherin 8, type 2	Decreased
*Cdk5*	Cyclin-dependent kinase 5	Decreased
*Crh*	Corticotropin releasing hormone	Decreased
*Crhr1*	Corticotropin releasing hormone receptor 1	Decreased
*Cx3cl1*	Chemokine (C-X3-C motif) ligand 1	Decreased
*Cyp26b1*	Cytochrome P450, family 26, subfamily B, polypeptide 1	Decreased
*Dcaf7*	WD repeat domain 68	Decreased
*Dnajb5*	DnaJ (Hsp40) homolog, subfamily B, member 5	Decreased
*Dusp14*	Dual specificity phosphatase 14	Decreased
*Edn3*	Endothelin 3	Decreased
*Egr4*	Early growth response 4	Decreased
*Eif4g1*	Eukaryotic translation initiation factor 4 gamma, 1	Decreased
*Fam131a*	Family with sequence similarity 131, member A	Decreased
*Fam49a*	Family with sequence similarity 49, member A	Decreased
*Gabra4*	Gamma-aminobutyric acid (GABA) A receptor, alpha 4	Decreased
*Gng4*	Guanine nucleotide binding protein (G protein), gamma 4	Decreased
*Grm2*	Glutamate receptor, metabotropic 2	Decreased
*Hmgcs1*	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	Decreased
*Htr2a*	5-hydroxytryptamine (serotonin) receptor 2A	Decreased
*Kcnf1*	Potassium voltage-gated channel, subfamily F, member 1	Decreased
*Kcnh1*	Potassium voltage-gated channel, subfamily H (eag-related), member 1	Decreased
*Lancl2*	LanC lantibiotic synthetase component C-like 2 (bacterial)	Decreased
*Large*	Like-glycosyltransferase	Decreased
*Lppr4*	Plasticity related gene 1	Decreased
*Mapk4*	Mitogen-activated protein kinase 4	Decreased
*Mmd*	Monocyte to macrophage differentiation-associated	Decreased
*Neto2*	Neuropilin (NRP) and tolloid (TLL)-like 2	Decreased
*Rprm*	Reprimo, TP53 dependent G2 arrest mediator candidate	Decreased
*Sel1l3*	KIAA0746 protein	Decreased
*Slc8a2*	Solute carrier family 8 (sodium/calcium exchanger), member 2	Decreased
*Sst*	Somatostatin	Decreased
*Sstr1*	Somatostatin receptor 1	Decreased
*St8sia3*	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 3	Decreased
*Trib2*	Tribbles homolog 2	Decreased

The data sets for differentially expressed up regulated and down regulated genes were separately submitted to NIH DAVID for enrichment analysis based on gene ontology for biological processes and cellular components. Cluster selection cut-off was restricted to clusters with a Benjamini FDR *p* < 0.05. In each case, several genes were observed in multiple related clusters, which are shown below.

##### Increased expression

In general, age-related changes in transcription involve up regulation of genes linked to immune response, oxidative stress, and the lysosome (Lee et al., 2000; Blalock et al., 2003; Verbitsky et al., 2004; Fraser et al., 2005; Rowe et al., 2007; de Magalhães et al., 2009; Kadish et al., 2009; Lipinski et al., 2010; VanGuilder et al., 2011; Zeier et al., 2011; Yuan et al., 2012). Expression of immune response related genes was particularly evident in the white matter and mPFC. For the 940 white matter genes, enrichment was observed for immune response (GO:0006955, 85 genes, FDR *p* = 4.1^−25^), defense response (GO:0006952, 70 genes, FDR *p* = 1.3^−16^), and the lysosome (GO:0005764, 33 genes, FDR *p* = 2.2^−9^). Similarly, for the 344 genes that increased expression in the mPFC, gene enrichment was observed for biological processes linked to oxidation reduction (GO:0055114, 30 genes, FDR *p* = 0.02), response to wounding (GO:0009611, 24 genes, FDR *p* = 0.02), and adaptive immune response (GO:0002250, 10 genes, FDR *p* = 0.01; Table 3). Increased expression in the mPFC was also observed for carboxylic and catabolic process (GO:0046395, 13 genes, FDR *p* = 0.002; Figure 5). Finally, for 182 CA1 genes, enrichment was observed for the lysosome (GO:0005764, 10 genes, FDR *p* = 0.007). Up regulation was observed for response to wounding (GO:0009611, 11 genes, FDR *p* = 0.38) and defense response (GO:0006952, 10 genes, FDR *p* = 0.44); however, the clusters did not reach the FDR cut-off.

**Table 3:** **Increased mPFC expression during aging**.

**Gene symbol**	**Gene name**	**Response to wounding**	**Immune response**	**Oxidation reduction**
*Adam17*	ADAM metallopeptidase domain 17	X	X	
*Fcgr2b*	Fc fragment of IgG, low affinity IIb, receptor (CD32)	X	X	
*Pou2f3*	POU class 2 homeobox 3	X		
*Rab27a*	RAB27A, member RAS oncogene family	X	X	
*Timp3*	TIMP metallopeptidase inhibitor 3	X		
*Bmp6*	Bone morphogenetic protein 6	X		
*Ctsb*	Cathepsin B	X		
*Clu*	Clusterin	X		
*F11*	Coagulation factor XI	X		
*C1qc*	Complement component 1, q subcomponent, C chain	X	X	
*C1qb*	Complement component 1, q subcomponent	X	X	
*C4b*	Complement component 4B	X	X	
*Fn1*	Fibronectin 1	X		
*Gfap*	Glial fibrillary acidic protein	X		
*Hmox1*	Heme oxygenase (decycling) 1	X		X
*Itgb2*	Integrin beta 2	X		
*Ncf1*	Neutrophil cytosolic factor 1	X		
*Pecam1*	Platelet/endothelial cell adhesion molecule 1	X		
*Pdpn*	Podoplanin	X		
*Sparc*	Secreted protein, acidic, cysteine-rich	X		
*Serpina1*	Serpin peptidase inhibitor, clade A	X		
*Treml1*	Triggering receptor expressed on myeloid cells-like 1	X		
*Tp73*	Tumor protein p73	X		
*Erbb2*	v-erb-b2 erythroblastic leukemia viral oncogene homolog 2	X		
*Swap70*	SWAP-70 protein		X	
*Il18*	Interleukin 18		X	
*Il18bp*	Interleukin 18 binding protein		X	
*Lilrb3*	Leukocyte immunoglobulin-like receptor		X	
*Hpd*	4-hydroxyphenylpyruvate dioxygenase			X
*Acadm*	Acyl-Coenzyme A dehydrogenase			X
*Acadl*	Acyl-Coenzyme A dehydrogenase, long-chain			X
*Adhfe1*	Alcohol dehydrogenase, iron containing, 1			X
*Aldh1l1*	Aldehyde dehydrogenase 1 family			X
*Aldh2*	Aldehyde dehydrogenase 2 family			X
*Aldh6a1*	Aldehyde dehydrogenase 6 family, member A1			X
*Akr1c13*	Aldo-keto reductase family 1, member C13			X
*Aass*	Aminoadipate-semialdehyde synthase			X
*Aifm3*	Apoptosis-inducing factor			X
*Cdo1*	Cysteine dioxygenase, type I			X
*Cybrd1*	Cytochrome b reductase 1			X
*Dcxr*	Dicarbonyl L-xylulose reductase			X
*Fmo2*	Flavin containing monooxygenase 2			X
*Hadh*	Hydroxyacyl-Coenzyme A dehydrogenase			X
*Hadha*	Hydroxyacyl-Coenzyme A dehydrogenase			X
*Hsd17b4*	Hydroxysteroid (17-beta) dehydrogenase 4			X
*Idh2*	Isocitrate dehydrogenase 2 (NADP+)			X
*Maob*	Monoamine oxidase B			X
*Acad11*	Acyl-Coenzyme A dehydrogenase family			X
*Phyhd1*	Phytanoyl-CoA dioxygenase domain containing 1			X
*Plod1*	Procollagen-lysine 1, 2-oxoglutarate 5-dioxygenase 1			X
*Pyroxd2*	Pyridine nucleotide-disulphide oxidoreductase domain 2			X
*Phgdh*	Phosphoglycerate dehydrogenase			X
*Prodh*	Proline dehydrogenase			X
*Slc14a1*	Solute carrier family 14 (urea transporter)			X
*Tbxas1*	Thromboxane A synthase 1, platelet			X
*Tph1*	Tryptophan hydroxylase 1			X
*Xdh*	Xanthine dehydrogenase			X

**Figure 5:**
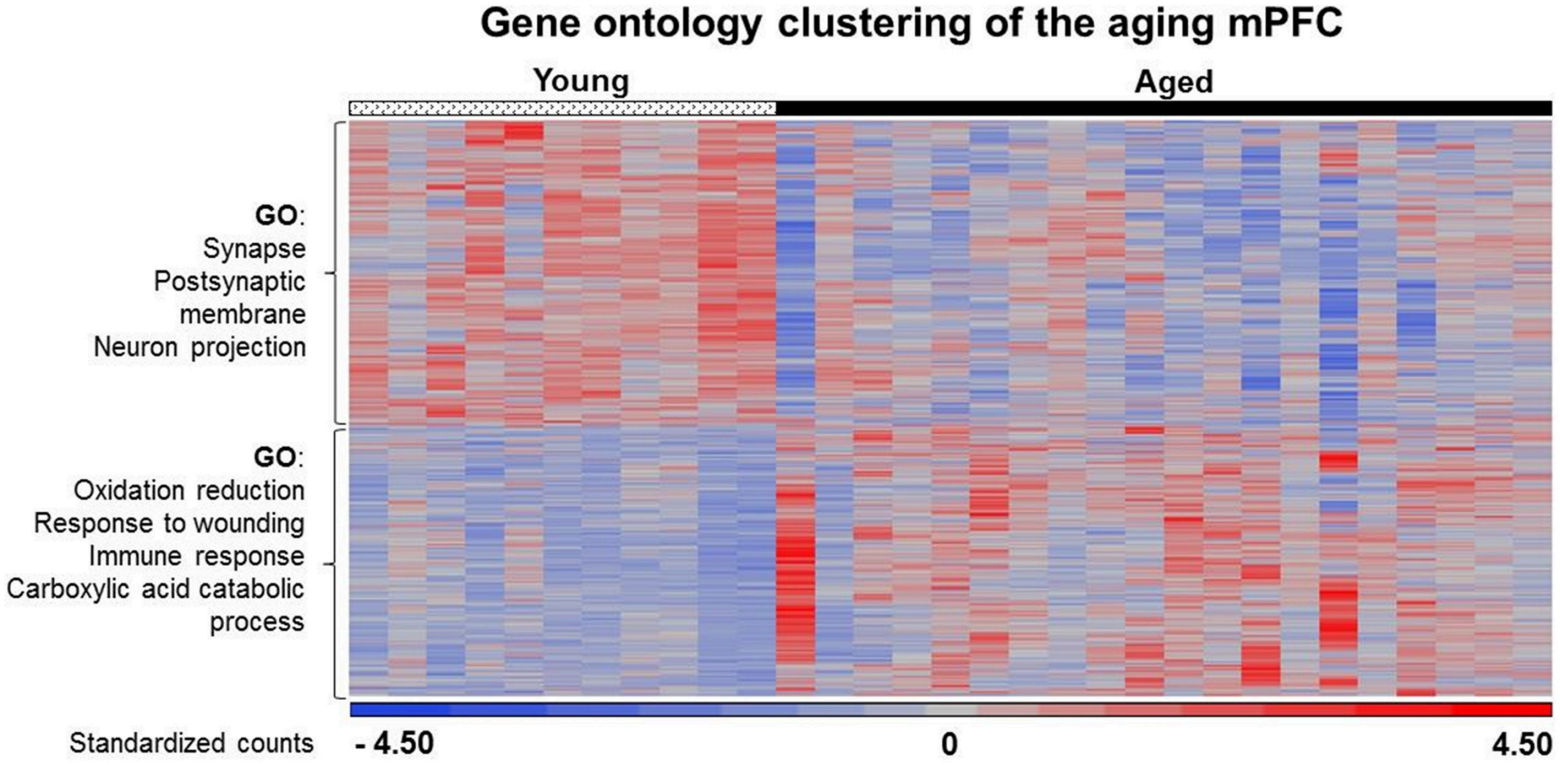
**Heat map of age-related changes in gene expression for the mPFC**. Each row represents a differentially expressed gene (*p* < 0.025) associated with aging. Expression for each gene was converted to a standardized score and the color represents the standard deviation increasing (red) or decreasing (blue) relative to the mean (gray). The age-related gene enrichment clusters are indicated (FDR *p* < 0.05). Top clusters: Genes that exhibit a decrease from young (left) to aged (right) animals. Bottom: Genes that exhibit an increase from young to aged animals.

##### Decreased expression

Previous work indicates that aging is associated with decreased expression of genes linked to neuronal/synaptic genes (Blalock et al., 2003; Lu et al., 2004; Verbitsky et al., 2004; Burger et al., 2007; Aenlle and Foster, 2010; Zeier et al., 2011; Berchtold et al., 2013; Primiani et al., 2014). In the case of the 589 genes that were decreased in white matter, enrichment was observed for cell division (GO:0051301, 16 genes, FDR *p* = 0.04). For the 104 genes that decreased in area CA1, clustering did not pass our cut-off. For the 387 mPFC genes that decreased with age, common genes were observed for clusters related to the synapse (GO:0045202, 25 genes, FDR *p* = 1.2^−4^) and postsynaptic membrane (GO:0045211, 14 genes, FDR *p* = 4.1^−4^; Table 4). In addition, decreased expression was observed for neuron projection (GO:0043005, 22 genes, FDR *p* = 0.015; Figure 5). Thus, the age-related decrease in neuronal genes was particularly evident in the mPFC.

**Table 4:** **Decreased mPFC expression during aging**.

**Gene symbol**	**Gene name**	**Synapse**	**Postsynaptic membrane**	**Neuron projection**
*Anks1b*	Ankyrin repeat and sterile alpha motif domain containing 1B	X	X	X
*Clstn3*	Calsyntenin 3	X	X	
*Cbln1*	Cerebellin 1 precursor	X		
*Chrm2*	Cholinergic receptor, muscarinic 2	X	X	X
*Chrna5*	Cholinergic receptor, nicotinic, alpha 5	X	X	X
*Cyp19a1*	Cytochrome P450, family 19, subfamily a, polypeptide 1	X		X
*Doc2a*	Double C2-like domains, alpha	X		
*Dnm3*	Dynamin 3	X		X
*Gabra4*	Gamma-aminobutyric acid (GABA) A receptor, alpha 4	X	X	
*Gad1*	Glutamate decarboxylase 1	X		X
*Grip1*	Glutamate receptor interacting protein 1	X	X	
*Grid1*	Glutamate receptor, ionotropic, delta 1	X	X	
*Grid2*	Glutamate receptor, ionotropic, delta 2	X	X	
*Grik3*	Glutamate receptor, ionotropic, kainate 3	X	X	X
*Grm7*	Glutamate receptor, metabotropic 7	X	X	X
*Grm8*	Glutamate receptor, metabotropic 8	X	X	X
*Glrb*	Glycine receptor, beta	X	X	
*Lin7b*	Lin-7 homolog b (*C. elegans*)	X	X	
*Magee1*	Melanoma antigen, family E, 1	X	X	X
*Scamp1*	Secretory carrier membrane protein 1	X		
*Prkaca*	Similar to CG2662-PA; protein kinase, cAMP-dependent, catalytic, alpha	X		
*Slc2a3*	Solute carrier family 2 (facilitated glucose transporter), member 3	X		
*Sv2b*	Synaptic vesicle glycoprotein 2b	X		
*Syt6*	Synaptotagmin VI	X		
*Ywhaz*	Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, zeta polypeptide	X		
*Bace1*	Beta-site APP cleaving enzyme 1			X
*Dcc*	Deleted in colorectal carcinoma			X
*Dpysl2*	Dihydropyrimidinase-like 2			X
*Dpysl5*	Dihydropyrimidinase-like 5			X
*Dctn2*	Dynactin 2			X
*Got1*	Glutamic-oxaloacetic transaminase 1			X
*Klhl1*	Kelch-like 1 (Drosophila)			X
*Map2k4*	Mitogen activated protein kinase kinase 4			X
*Kcnj12*	Potassium inwardly-rectifying channel			X
*Pgr*	Progesterone receptor			X
*Ptprn2*	Protein tyrosine phosphatase			X
*Tacr3*	Tachykinin receptor 3			X

#### mPFC gene expression related to behavior

To examine behavioral specificity of transcriptional changes, Pearson's correlations were run comparing expression of mPFC genes with the TTC for set shifting and visual discrimination, and the discrimination index score for the water maze. Correlations were limited to aged animals in order to remove age as a confound and correlations were performed across all genes in the mPFC transcriptome. Using a cut-off set at *p* < 0.025 (*r* = 0.499), a total of 416 genes were correlated with behavioral flexibility. Most of the genes (73%) were positively correlated with the set shift TTC score (303 genes increasing expression with impairment), with 113 genes negatively correlated (decreased in impaired animals). A similar analysis for the visual discrimination TTC indicated many fewer mPFC genes (135 total) correlated with acquisition of the visual discrimination, with 103 mPFC genes positively correlated (increased in animals with more trials to criteria) and 32 genes that were negatively correlated (decreased in animals with more trials to criteria). Unlike the set shift behavior, more mPFC genes exhibited decreased expression (62%) in animals with poorer spatial learning. A total of 401 mPFC genes correlated with the water maze discrimination index, with 249 genes positively correlated with the discrimination index (decreased in animals with poor spatial learning) and 152 mPFC genes negatively correlated (increased in spatial learning impaired animals; Figure 6).

**Figure 6:**
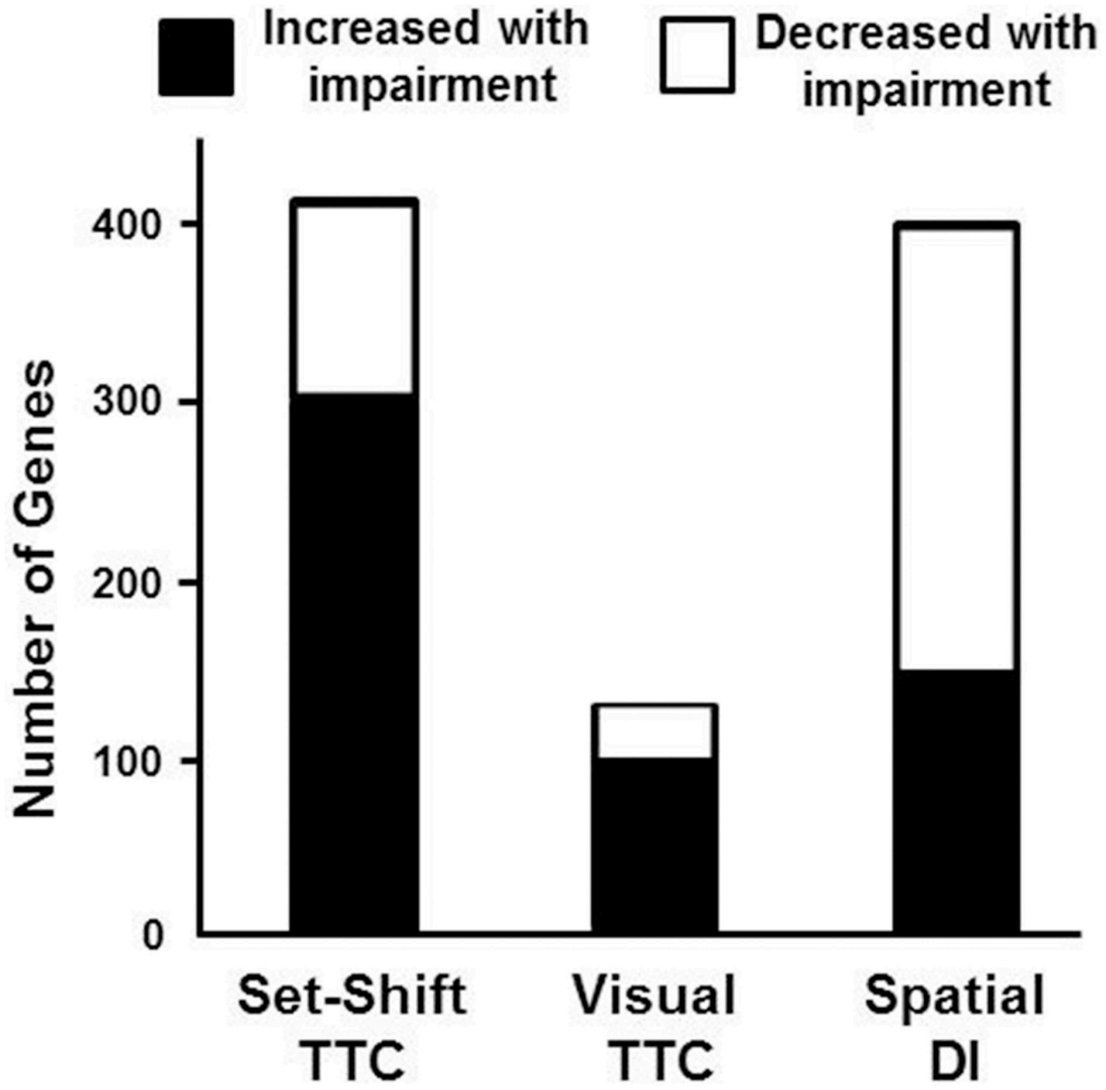
**Number of genes correlated with behavioral measures**. Graphic summary for the number of mPFC genes whose expression either significantly increased (filled) or decreased (open) in relation to performance on the set shift and visual discrimination operant tasks, and a spatial memory task (Pearson's correlation *p* < 0.025). A large number of genes exhibited increased expression associated with impaired set shifting compared to visual discrimination and spatial discrimination index (DI).

Gene enrichment analysis was conducted to determine which mPFC genes and biological processes might be good markers for the age-related impairment in set shift behavior. For mPFC genes that were negatively correlated with the set shift TTC (decreased expression in impaired animals that delay shifting), no gene enrichment clusters were observed to pass the cut-off for cluster selection. For gene expression that positively correlated with the TTC score (increasing in animals that delayed shifting), clusters were observed for response to organic substance (GO:0010033, 34 genes, FDR *p* = 0.01), regulation of apoptosis (GO:0042981, 27 genes, FDR *p* = 0.02) and the regulation of transcription (GO:0045449, 46 genes, FDR *p* = 0.027), which contained the largest number of genes (Table 5). An index score describing expression of transcription regulation genes was generated for each animal by first standardizing the expression of the 46 transcription genes and the standard scores were averaged within each animal. The standard scores were plotted against the standardized TTC set shift score (*r* = 0.89) to illustrate the correspondence of transcription regulators with set shift behavior (Figure 7). Interestingly, several IEGs linked to neuronal activity (*Arc, Egr1, Egr2, Egr3, Egr4, Fos, Fosb, Fosl2, Junb*) were observed to increase in association with delayed set shift behavior.

**Table 5:** **Positive correlation of mPFC genes with set shift TTC**.

**Gene symbol**	**Gene name**	**Regulation of transcription**	**Response to organic substance**	**Regulation of apoptosis**
*Bcl6b*	B-cell CLL/lymphoma 6, member B	X		
*Bcor*	BCL6 co-repressor	X		
*Cebpb*	CCAAT/enhancer binding protein (C/EBP), beta	X		
*Cebpd*	CCAAT/enhancer binding protein (C/EBP), delta	X		X
*Dnajb5*	DnaJ (Hsp40) homolog, subfamily B, member 5	X	X	
*Fos*	FBJ osteosarcoma oncogene	X	X	
*Fosb*	FBJ osteosarcoma oncogene B	X	X	
*Jun*	Jun oncogene	X	X	X
*Mxd3*	Max dimerization protein 3	X		
*Meis1*	Meis homeobox 1	X		
*Nab2*	Ngfi-A binding protein 2	X		
*Smarcal1*	Swi/SNF related matrix associated	X		
*Tsc22d3*	TSC22 domain family, member 3	X		X
*Ccdc101*	Coiled-coil domain containing 101	X		
*Cry2*	Cryptochrome 2 (photolyase-like)	X		
*Csrnp1*	Cysteine-serine-rich nuclear protein 1	X		
*Dlx1*	Distal-less homeobox 1	X		X
*Egr1*	Early growth response 1	X	X	
*Egr2*	Early growth response 2	X	X	
*Egr3*	Early growth response 3	X		
*Egr4*	Early growth response 4	X		
*Fosl2*	Fos-like antigen 2	X	X	
*Hes3*	Hairy and enhancer of split 3 (Drosophila)	X		
*Hmox1*	Heme oxygenase (decycling) 1	X	X	X
*Ing3*	Inhibitor of growth family, member 3	X		X
*Eomes*	Integrin alpha 9; eomesodermin homolog	X		
*Kdm6b*	Jumonji domain containing 3	X		
*Jmjd6*	Jumonji domain containing 6	X		
*Junb*	Jun B proto-oncogene	X	X	
*Mnt*	Max binding protein	X		X
*Mef2b*	Myocyte enhancer factor 2B	X		
*Npas1*	Neuronal PAS domain protein 1	X		
*Npas4*	Neuronal PAS domain protein 4	X		
*Nfkbia*	Nuclear factor of kappa light polypeptide gene enhancer	X	X	X
*Nr4a1*	Nuclear receptor subfamily 4, group A, member 1	X		X
*Nr4a2*	Nuclear receptor subfamily 4, group A, member 2	X	X	X
*Pax1*	Paired box 1	X		
*Per1*	Period homolog 1 (Drosophila)	X		
*Rxra*	Retinoid X receptor alpha	X	X	X
*Srf*	Serum response factor (c-fos transcription factor)	X	X	
*Sim2*	Single-minded homolog 2	X		
*Timeless*	Timeless homolog	X		
*Tle3*	Transducin-like enhancer of split 3	X		
*Trib1*	Tribbles homolog 1	X	X	
*Mafk*	v-maf musculoaponeurotic fibrosarcoma oncogene	X		
*Mycn*	v-myc myelocytomatosis viral related oncogene	X		
*Cuzd1*	CUB and zona pellucida-like domains 1		X	
*Rerg*	RAS-like, estrogen-regulated, growth-inhibitor		X	
*Apob*	Apolipoprotein B (including Ag(x) antigen)		X	
*Cpn1*	Carboxypeptidase N, polypeptide 1		X	
*Cdkn1a*	Cyclin-dependent kinase inhibitor 1A		X	X
*Dlc1*	Deleted in liver cancer 1		X	X
*Dusp4*	Dual specificity phosphatase 4		X	
*Gng7*	Guanine nucleotide binding protein (G protein), gamma 7		X	
*Hspa1b, Hspa1a*	Heat shock 70 kD protein 1B, 1A		X	X
*Hsd11b2*	Hydroxysteroid 11-beta dehydrogenase 2		X	
*Irs2*	Insulin receptor substrate 2		X	
*Lats2*	Large tumor suppressor 2		X	
*Plat*	Plasminogen activator, tissue		X	
*Kcna5*	Potassium voltage-gated channel, member 5		X	
*Ppp5c*	Protein phosphatase 5, catalytic subunit		X	
*Slc6a3*	Solute carrier family 6, member 3		X	
*Sphk1*	Sphingosine kinase 1		X	X
*Sts*	Steroid sulfatase		X	
*Socs3*	Suppressor of cytokine signaling 3		X	
*Vamp2*	Vesicle-associated membrane protein 2		X	
*Bard1*	BRCA1 associated RING domain 1			X
*Bag3*	Bcl2-associated athanogene 3			X
*Gfral*	GDNF family receptor alpha like			X
*Nuak2*	NUAK family, SNF1-like kinase, 2			X
*Aifm3*	Apoptosis-inducing factor, mitochondrion-associated 3			X
*Cidea*	Cell death-inducing DNA fragmentation factor			X
*C5*	Complement component 5			X
*Grm4*	Glutamate receptor, metabotropic 4			X
*Pim1*	Pim-1 oncogene			X
*Plekhf1*	Pleckstrin homology domain containing, family F			X
*Serinc3*	Serine incorporator 3			X
*Lck*	Lymphocyte-specific protein tyrosine kinase			X

**Figure 7:**
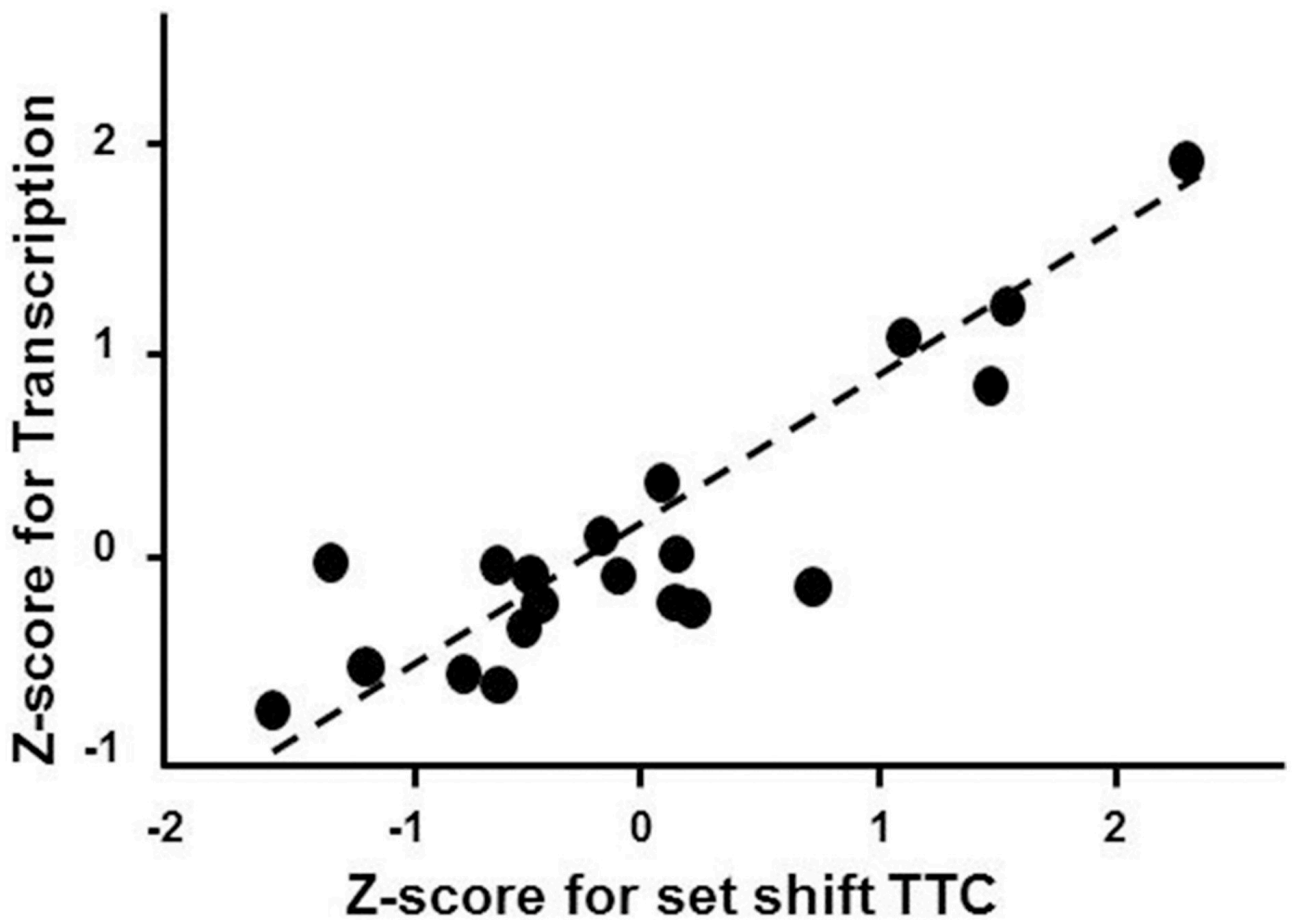
**Impaired set shifting is associated with increased expression of genes involved in transcription regulation**. The z-scores for the cluster of 46 transcription regulation genes were averaged for each animal. Individual mean z-scores (y-axes) are plotted relative to z-scores for set shift TTC (x-axes). The correlation is illustrated as a regression line (dashed line).

Next we compared our results to a previously published microarray study that examined gene expression across rat species that differ on tests of attention (Qiu et al., 2010). The spontaneously hypertensive-rat (SHR), a well characterized model of impaired attention, exhibiting impairment on the five-choice serial reaction time task and attentional set shift relative to the Wistar-Kyoto rat (De Bruin et al., 2003; Sagvolden et al., 2005). Using RNA-seq, we were able to detect 48 genes that were correlated with set shift behavior and were previously reported to differ in the mPFC of SHR and Wistar-Kyoto rats (Qiu et al., 2010). 

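The labels of the mPFC libraries place 9 aged rats in the AI group and 11 in the AU group, and the individual TTC scores were not used here. Between 5.51 and 11 M reads per library were counted on genes in AI rats (median 9.72 M) and between 6.28 and 12.3 M reads in AU rats (median 7.95 M). The 1918 to 1936 series of rat numbers held 5 AI and 6 AU rats, the 2172 to 2191 series held 4 of each, and the remaining AU rat belonged to the 121412 to 121448 series. With limma on the 20 aged mPFC libraries, 76 of 16372 genes differed between AI and AU rats at an unadjusted p-value under 0.025, where chance gives about 409. Of these, 47 were higher and 29 lower in AI rats. After adjustment 0 genes passed, and 169 genes reached an unadjusted p-value under 0.05. Other splits of the aged rats into 9 and 11 gave a median of 179 genes, and 79 of 100 splits gave as many as the real one. Within the 1918 to 1936 series 20 genes passed the unadjusted limit, and within the 2172 to 2191 series 361 genes passed, the setting that moved the count most. A fit without AI rat 1924 gave 125 genes. Without AU rat 1932, whose library was farthest from the other mPFC libraries, 99 genes passed. In data simulated with 9 and 11 libraries, 88% of genes changed by a factor of 2 were recovered at an adjusted p-value under 0.05, and 38% of genes changed by a factor of 1.5. At the unadjusted limit, 98.5% and 83.5% were recovered. The changed genes were drawn from the more abundant genes, and genes varied independently, without number series or an outlying library. Recovery in the real libraries may thus be lower.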

In order to compare our data with the results of Qiu et al. (2010), a mean split for the set shift TTC scores of aged animals (mean TTC = 51.7) was used to separate aged animals into those that delayed shifting and were considered aged-impaired (AI) and aged-unimpaired (AU). One-tailed *t*-tests were run on the 48 genes using a *p* < 0.05 and the direction specified by the results of Qiu et al. (2010). For the 26 genes that were predicted to increase, 16 genes exhibited a significant increase (FDR: 0.08; Table 6). Interestingly, for the 16 genes that exhibited a significant increase in expression in AI rats, these genes also exhibited decreased expression during aging with seven genes (*Arc, Egr1, Egr3, Egr4, Junb, Klf10, Nr4a3*) exhibiting a significant (*p* < 0.05) decrease with age. Finally, for the 22 genes that were previously reported to decrease expression in SHR animals, no genes were significantly decreased in AI animals compared to AU animals.

**Table 6:** **Increased expression in the mPFC for AI vs. AU**.

**Gene symbol**	**Gene name**	**AI vs. AU fold**	**Age fold**
*Arc*	Activity regulated cytoskeletal-associated protein	1.89	−1.19
*Bhlhe40*	Basic helix-loop-helix domain containing, class B2	1.22	−1.08
*Btg2*	B-cell translocation gene 2, anti-proliferative	1.49	−1.28
*Dusp1*	Dual specificity phosphatase 1	1.45	−1.27
*Egr1*	Early growth response 1	1.57	−1.31
*Egr2*	Early growth response 2	2.79	−1.37
*Egr4*	Early growth response 4	1.53	−1.41
*Hspa1a*	Heat shock 70 kD protein 1A	2.12	−1.26
*Hspa1b*	Heat shock 70 kD protein 1B	1.84	−1.46
*Ier5*	Immediate early response 5	1.29	−1.17
*Junb*	Jun-B oncogene	1.50	−1.36
*Klf10*	Krueppel-like factor 10	1.36	−1.29
*Nr4a1*	Nuclear receptor subfamily 4, group A, member 1	1.60	−1.23
*Nr4a3*	Nuclear receptor subfamily 4, group A, member 3	1.39	−1.20
*Ptgs2*	Prostaglandin-endoperoxide synthase 2	1.36	−1.12
*Sik1*	SNF1-like kinase	1.76	−1.12

In order to provide some validation of the findings, RT-qPCR was performed on 5 IEGs from a subset of young (*n* = 9), AI (*n* = 6), and AU (*n* = 6) animals. The animals were selected based on set shifting performance to insure group differences in behavior (Figure 8) and an ANOVA confirmed a group difference [*F*_(2, 18)_ = 17.15, *p* < 0.0001]. *Post-hoc* tests confirmed that AI animals exhibited an increase in the TTC relative to young and AU animals. Figure 9 shows a comparison of RT-qPCR results relative to the gene counts for the same genes and animals. The genes selected were IEGs that were increased in impaired animals (*Arc, Egr1, Egr2, Egr4, Fos*) and the comparisons (i.e., *t*-tests) were limited to confirmation of results observed for the whole data set. For both the RNA-seq and RT-qPCR measures of expression, *t*-tests indicated a difference in expression (*p* < 0.05) between the subset of AI and AU animals (Figure 9). In addition, *Lin7b* and *Egr4* were expected to decrease with age, which was confirmed for the RNA-seq and RT-qPCR using *t*-tests to compare the subset of young and aged animals (Figure 9).

**Figure 8:**
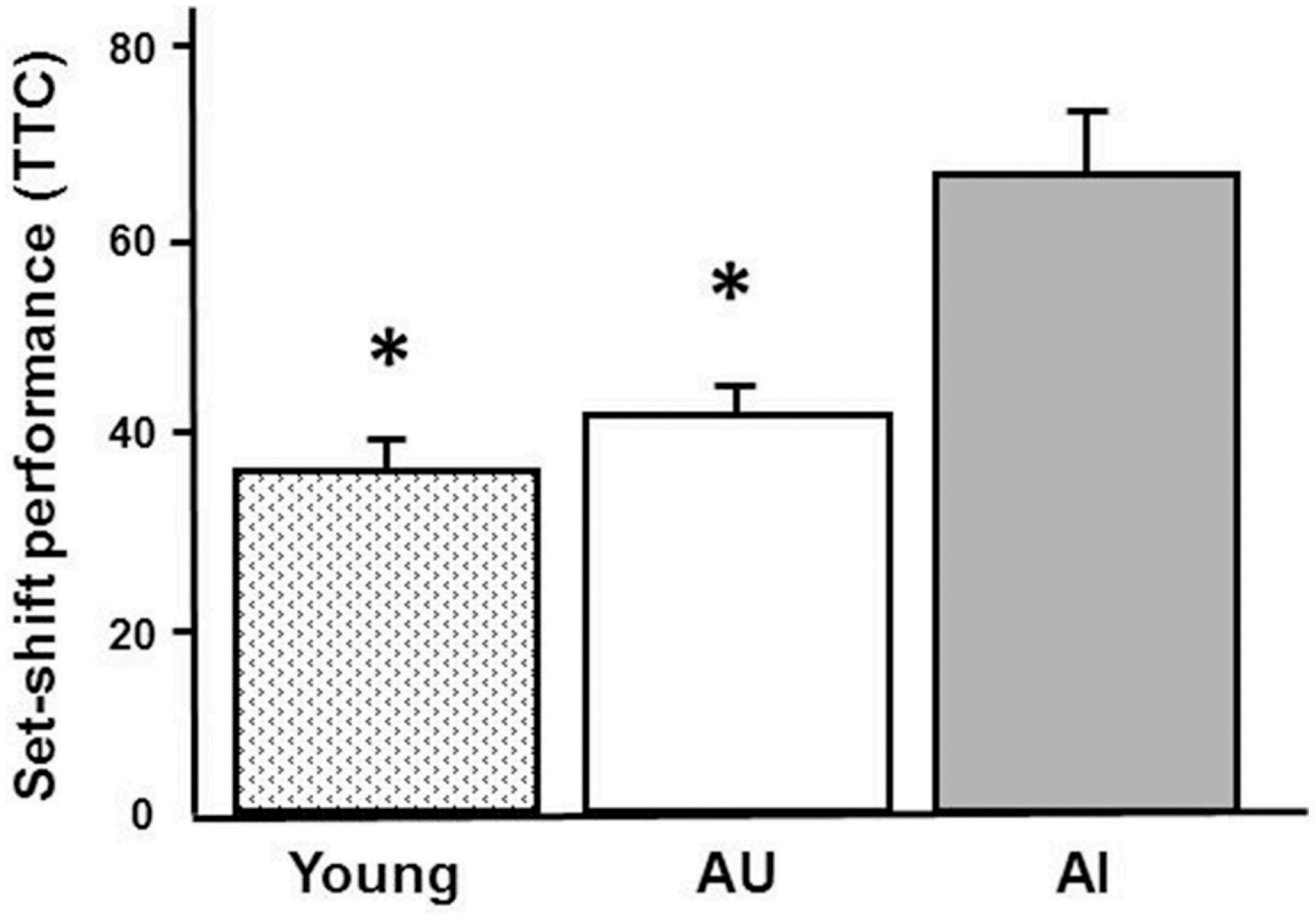
**Set shifting performance for animals used in RT-qPCR validations**. The animals were selected based on set shifting performance to insure group differences in behavior. The bars illustrate this difference as the mean + SEM TTC for young (*n* = 9) and aged animals classified as unimpaired (AU, *n* = 6) and impaired (AI, *n* = 6) on the set shift task. Asterisks indicate a significant (*p* < 0.05) difference relative to AI animals.

**Figure 9:**
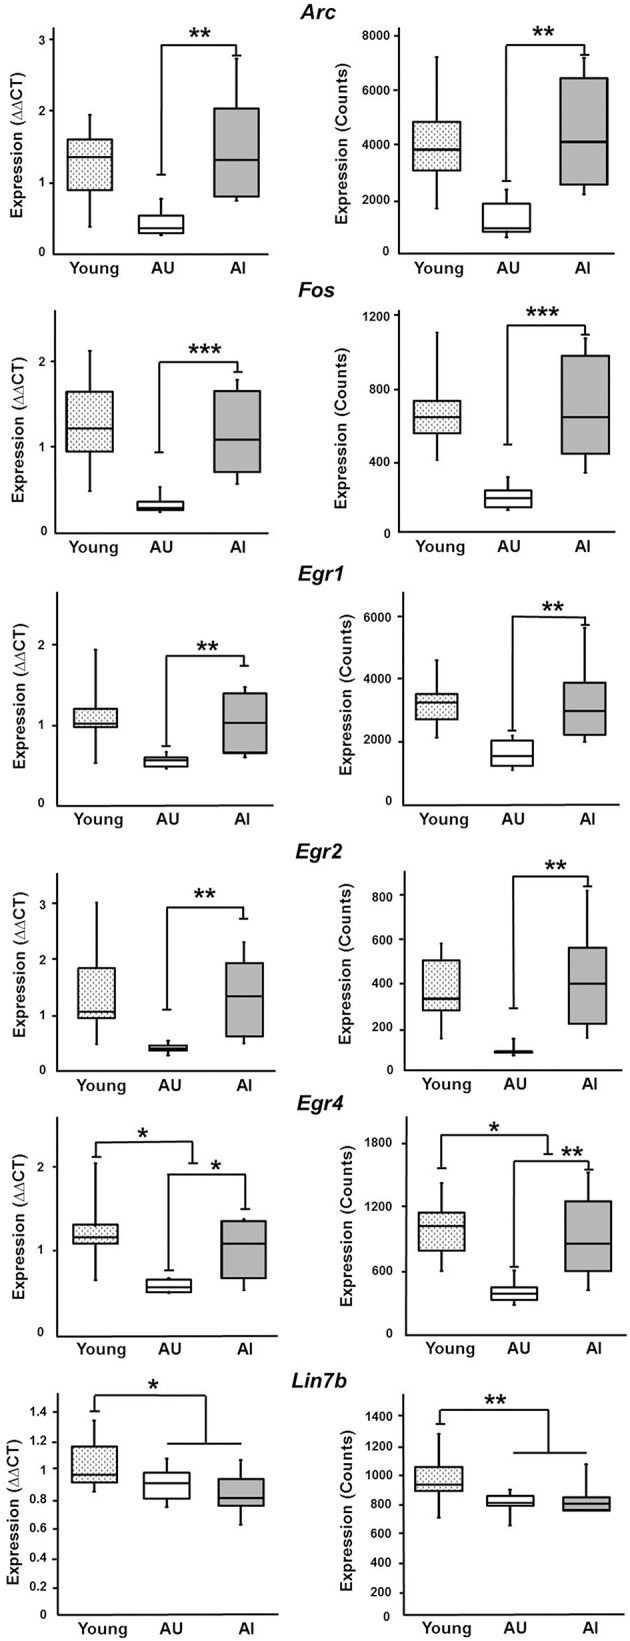
**Comparison between RT-qPCR and RNA-seq**. Six genes were selected for validation experiments using a subset of animals. Each panel provides the mPFC expression determined by RT-qPCR (left, ΔΔCT values) and RNA-seq (right, counts). Two-tailed *t*-tests confirmed increased expression of *Arc, Fos, Egr1, Egr2, and Egr4* in AI, relative to AU rats. Gene expression for young animals is provided for comparison to aged animals. For two genes, *Lin7b* and *Egr4*, age differences were confirmed (^***^p < 0.005, ^**^p < 0.025, ^*^p < 0.05).

## Discussion

Neuroimaging indicates that the pattern of cognitive decline is related to the structure or activity of specific brain regions (Grady et al., 2005; Persson et al., 2006; Dennis et al., 2008; Park and Reuter-Lorenz, 2009; Migo et al., 2016). Furthermore, altered white matter integrity could influence connectivity between brain regions (O'Sullivan et al., 2001; Pfefferbaum et al., 2005; Salat et al., 2005; Andrews-Hanna et al., 2007; Bennett et al., 2011; Lu et al., 2011; Borghesani et al., 2013). While similar biological processes were altered across regions with age, very few genes were similarly affected across regions. Dissimilarities may relate to regional differences in vulnerability. Furthermore, vulnerability to aging is influenced by environment and lifestyle such that food restriction to promote operant behavior as well as the training procedure, may have differentially modified aging processes across regions (Lee et al., 2000; Zeier et al., 2011). Nevertheless, RNA-seq profiles confirmed that brain aging is associated with biological processes that involve increased expression of immune/defense response genes and decreased mitochondria and neuronal/synaptic genes (Prolla, 2002; Blalock et al., 2003; Lu et al., 2004; Verbitsky et al., 2004; Bordner et al., 2011; VanGuilder et al., 2011; Zeier et al., 2011; Cribbs et al., 2012; Berchtold et al., 2013; Primiani et al., 2014).

Age-related differences in cortical transcription are observed across species possibly due to evolutionary constraints on aging, examination of disparate brain regions, or differences in the age range examined (Erraji-Benchekroun et al., 2005; Fraser et al., 2005; Loerch et al., 2008; Cribbs et al., 2012; Berchtold et al., 2013). The mPFC of rats is thought to be functionally related to the dorsolateral PFC in humans and monkeys (Dias et al., 1997; Birrell and Brown, 2000; Kesner and Churchwell, 2011). Similar to the PFC of humans, we found that genes linked to excitatory and inhibitory transmitter systems decline with age in the mPFC. Significantly, age-related changes in gene expression did not predict cognition.

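An age index was computed for each mPFC library as the mean z-score of the genes that increased with age minus that of the genes that decreased. The index was -1.24 ± 0.621 (SD, n = 11) in young rats, 0.733 ± 0.859 (SD, n = 11) in AU rats and 0.624 ± 1.09 (SD, n = 9) in AI rats. The genes were chosen on these same libraries, so the difference between young and aged rats is built into the index, while the AI and AU labels played no part in the choice. The difference between AI and AU rats was -0.11 (two-sided exact permutation test, p = 0.806). With each aged rat left out in turn, the difference ranged from -0.406 without AI rat 1924 (p = 0.285, exact permutation test), which had the highest index, to 0.107 without AI rat 1925 (p = 0.802, exact permutation test). Without AU rat 1932, whose library was farthest from the other mPFC libraries, it was 0.0408 (p = 0.93, exact permutation test). Within the 1918 to 1936 series it was -0.453 (5 AI and 6 AU rats, exact permutation test, p = 0.522), without rat 1924 it was -1.02 there (p = 0.0952) and without rat 1925 it was 0.00568 (p = 0.99), and within the 2172 to 2191 series it was 0.531 (4 and 4 rats, exact permutation test, p = 0.171). With the genes chosen in region CA1 the difference was -0.0418 (p = 0.837, exact permutation test), and with those chosen in white matter -0.00756 (p = 0.979, exact permutation test). Across genes, which are not independent replicates, the correlation of the age change with the AI minus AU change was -0.182, and 58 of 100 splits of the aged rats gave a correlation as far from 0. The paper states that expression changes related to age did not predict cognition.

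**Figure D3:**
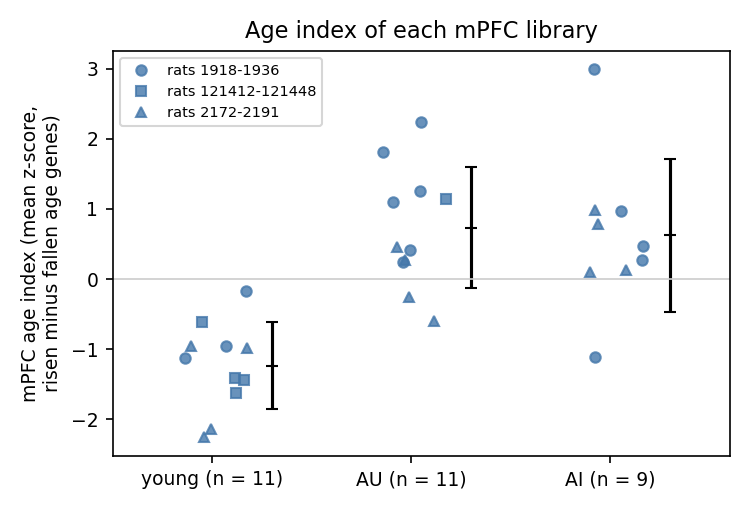
Age index of each mPFC library (mean z-score of increased minus decreased age-related genes) for young, AU and AI rats, with marker shapes for the rat number series and bars for the mean ± SD. The AU and AI groups overlap, with means of 0.733 and 0.624.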

An important contribution of the current research was the specificity of transcriptional changes that correlate with a cognitive function that depends on the mPFC. The mPFC contributes to cognitive flexibility and spatial learning (Churchwell et al., 2010); however, no correlation was observed between set shifting and acquisition of a spatial search strategy (Barense et al., 2002; Beas et al., 2013). Transcription in the mPFC reflected this distinction in that genes correlated with the discrimination index generally decreased expression (62%) in impaired animals, while a large proportion (73%) of genes associated with impaired set shifting exhibited increasing expression. Specificity of mPFC transcription was also reflected in the 3-fold increase in the number of genes that correlated with set shift performance relative to visual discrimination learning. Finally, many of the activity-related IEGs that increased in impaired animals, exhibit down regulation in the mPFC during aging; and down regulation of IEGs in other brain regions is associated with cognitive impairment and decreased responsiveness (Benloucif et al., 1997; Blalock et al., 2003; Rowe et al., 2007). The results indicate specificity of mPFC transcription with an age-related impairment of mPFC-dependent behavior.

Altered basal expression of PFC IEGs is observed across rat species that exhibit differences in executive function. Upregulation of neural activity and synaptic plasticity genes is observed for SHR rats, which exhibit impaired set shift behavior compared to Wistar-Kyoto rats (Qiu et al., 2010). Similarly, compared to successful aging of LOU/C/Jall rats, aging in Wistar rats is associated with working memory deficits and an increase in PFC expression of IEGs (*Arc, Egr2, Fos, Junb*, and *Nr4a1*; Paban et al., 2013). Differences in transcription across rodent strains may result from genetic polymorphisms. Thus, an important finding from the current study is that individual variability in cognition, within the same species, is associated with increased basal expression of mPFC IEGs indicating that increased expression is indicative of impaired cognitive flexibility during aging.

What mechanism could increase IEG expression in animals that delay set shift behavior? Differences in IEG expression could result from differences in epigenetic regulation of transcription during aging (Peleg et al., 2010; Hernandez et al., 2011). Indeed, set shifting behavior was associated with increased expression of genes involved in regulating histone deacetylase (*Bcor, Ccdc101, Dnajb5, Kdm6b*) and histone acetyltransferase (*Ing3*) activity. Alternatively, IEG expression is upregulated by increased neuronal activity (Ghosh et al., 1994; Guan et al., 2009; Rudenko et al., 2013). Impaired set shift behavior was correlated with increased expression of transcription factors of inhibitory neurons (*Dlx1, Npas1*) and genes linked to the strength of excitatory and inhibitory inputs (*Arc, Npas4*) suggesting altered synaptic plasticity and increased neural activity. Interestingly, an increase in frontal cortex neural activity is observed in older humans and may relate to performance of cognitive tasks (Rosano et al., 2005; Turner and Spreng, 2012; Maillet and Rajah, 2014).

One possible mechanism for impaired set shift performance and increased neuronal activity involves a decline in N-methyl-D-aspartate (NMDA) receptor function. The degree of mPFC NMDA receptor hypofunction is correlated with impaired attention starting in middle-age (Guidi et al., 2015). Furthermore, blockade of NMDA receptors in this region disrupts set shift behavior (Stefani and Moghaddam, 2005; Dalton et al., 2011). The mechanism appears to involve a shift in the balance of excitatory/inhibitory synaptic input since inhibition of NMDA receptors in the PFC decreases the activity of inhibitory interneurons and increases the discharge activity of pyramidal cells (Homayoun and Moghaddam, 2007). Thus, an age-related decline in NMDA receptor function may reduce inhibitory drive and increase expression of activity-related genes in pyramidal cells.

In summary, the results support the idea that aging is associated with an increase in expression of immune and defense response genes and a decline in synaptic and neural activity genes. Importantly, mPFC expression of IEGs related to neural activity and synaptic plasticity decline with age; however, expression is up regulated in aged animals that exhibit delayed set shift behavior. The mPFC transcriptional profile of impaired animals is in contrast to decreased IEG expression reported for the hippocampus and other brain regions during aging. The specificity of impairment on a mPFC-dependent task, associated with a particular mPFC transcriptional profile indicates that impaired executive function involves altered transcriptional regulation and neural activity/plasticity processes that are distinct from that described for impaired hippocampal function.

## Author contributions

TF, AK, LI designed experiment, AR, LI, AK, and BB performed research, TF and LI analyzed data, constructed figures, and wrote paper

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

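RNA sequencing libraries of the mPFC (11 young, 20 aged rats), region CA1 (11 young, 20 aged) and white matter (8 young, 9 aged) were examined, 79 libraries from 31 rats in 3 tables. Young rats were 5 to 6 months old and aged rats 17 to 22 months. Age was taken from the sample labels, the AI and AU groups from the labels of the mPFC libraries, and the rat from the number in each library's name. The CA1 libraries of aged rats carry an impairment label of their own, 10 impaired and 10 unimpaired. This label differs from that of the mPFC library in many rats (6 AI rats carry the unimpaired and 7 AU rats the impaired CA1 label), and the paper's text does not name the behavior behind it. It was used as a label only.

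The authors removed low quality reads, aligned the rest to the rn5 genome with TopHat2 and Bowtie2, counted reads per gene with featureCounts on the Rnor_5.0.78 annotation and normalized the counts with DESeq. The deposited signal values were made by the authors in this way and are gene counts divided by 1 size factor per library. Of these values, 100% in every library came out as whole reads once its size factor had been read from the steps between values. The largest deviation from a whole read was 5.85e-05 reads. The sequencing reads themselves and the versions of the authors' tools were not examined here.

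Age differences in each region, AI against AU rats in the mPFC and the impairment label in region CA1 were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(normalized count + 1), two-sided, over genes with a mean normalized count above 5 in the libraries of the comparison. Genes were counted at an unadjusted p-value under 0.025, the limit the paper used, and at a Benjamini-Hochberg adjusted p-value under 0.05. Genes shared between regions had to pass the unadjusted limit in both and change in the same direction. The age by region term was fitted over both tables with a term for the region. The age index of a library was the mean z-score of increased minus that of decreased mPFC age-related genes. Group differences in single values were tested with exact permutation tests, or with 100000 resamples where each group had 10 or more rats. For each count of genes, 100 splits of the libraries into groups of the same sizes were drawn with a fixed seed, the real split included, or all 35 splits where no more exist. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

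Before the data were examined, the following alternatives were set: pseudocounts of 0.1 and 5, no filter, a filter on every library, a one-way ANOVA on the normalized counts, the edgeR 4.0.16 quasi-likelihood test on the recovered reads, libraries rescaled to the same total, the rat number series as a term, each library left out in turn, the 17 rats with white matter, all mPFC libraries in the AI against AU fit, an adjusted p-value for shared genes and the rat as a block in the age by region fit. After the data were examined, fits within a number series, limma array weights, a filter on any library, thinning of the reads to the shallowest library, the side of the first principal component in region CA1, a cortex index in white matter and the number series for shared genes were added. The cortex index was the mean log2 value of 554 genes at least 2 log2 units higher in the mPFC than in white matter of 8 aged rats, with a mean normalized count of at least 20.

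The depth was 5.29 to 19 M reads on genes per library, and its effect on the recovery given below was not tested. The procedure was tested on simulated data with 200 changed genes, drawn from the more abundant genes. Genes varied independently in these data, without number series or an outlying library, so recovery in the real libraries may be lower. For changes by a factor of 2, limma recovered 98.5% at an adjusted p-value under 0.05 with the mPFC age groups, 95.5% with the white matter groups and 88% with the AI and AU groups. For changes by a factor of 1.5 it recovered 76.5%, 47% and 38%.

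The tables list Ensembl numbers, and 0 of them could be paired with a gene symbol from the material at hand. The results planned for the genes of Tables 2 to 6, the IEGs, the RT-qPCR genes, cell type markers and gene ontology terms were therefore not run. Genes to be named were the 5 with the largest increase and the 5 with the largest decrease among those with an adjusted p-value under 0.05 and a mean normalized count of at least 50. As no symbols could be given, at most 2 numbers in each direction were printed, for the mPFC alone. The individual TTC and discrimination index scores were not used here, and the correlations with behavior were not computed.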

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

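The test of depth for the library of rat 1924, the mixture with mPFC for the library of rat 121445, the cortex index used below and the criterion by which its test was read were chosen only after the result was seen. In groups of 4 to 10 libraries, 20 tests for a library far from its group were run on 4 measures, and chance alone would mark about 1 in 20. These tests marked 2 libraries. Groups of 11 libraries were outside this range and were not tested (mPFC of young and of AU rats, CA1 of young rats). The libraries with the lowest median correlation in the mPFC (rat 1932, 0.8765) and in region CA1 (rat 121445, 0.918) belonged to these groups.

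In the mPFC library of AI rat 1924, the 10 genes with most reads took 4.44% of the reads, against 2.86% to 3.19% in the other AI libraries. Its most abundant gene took 0.744% of the reads, against at most 0.436% in the other AI libraries. Another AI library (rat 1929) had 5.51 M reads, where this one had 5.66 M reads, and its share was 3.105%. Since this comparison rests on 1 library, low depth stays open as a cause for the library of rat 1924. Whether a few genes that took many of the reads explain its profile was not decided. Its median correlation with the other mPFC libraries was 0.9476 without the 10 genes and 0.9477 with them, but 10 genes hardly weigh in a correlation across all genes. Reads from other tissue, a difference in library preparation and a difference in the rat itself stay open, and no biological explanation was tested. Without this library, 125 genes instead of 76 passed the unadjusted limit between AI and AU rats.

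The white matter library of young rat 121445 had a median correlation of 0.9345 with the other white matter libraries, against 0.9595 to 0.9713 for the other young rats. Low depth is argued against, since with 14.7 M reads it was the deepest young library of white matter. Its cortex index of 7.13 was above the mean of 6.62 of the young rats, so it may hold more cortical tissue than most. The mean of the other white matter libraries matched it best when mixed with 35% of mPFC, and its correlation with that mixture was 0.9603, against 0.951 without mPFC. Cortical tissue as the whole cause is argued against, since the other young libraries reached 0.978 to 0.9891 with their best shares, among them 0.9879 for rat 121412 with a share of 39%. Cortical tissue as part of the cause stays open. The CA1 library of the same rat had the lowest median correlation of its region (0.918), and it was also the shallowest there (5.29 M reads). The mPFC library of this rat was not apart, with a median correlation of 0.9769. Library preparation and the rat itself stay open, and no biological explanation was tested. Without the white matter library of rat 121445, 1681 genes instead of 2317 passed the unadjusted limit for age in white matter, and 201 instead of 378 passed the adjusted limit.

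The age effect differed between the mPFC and white matter of the same 17 rats for 113 genes at an adjusted p-value under 0.05 of the age by region term, of which 51 had a higher and 62 a lower age effect in the mPFC than in white matter. In 2 of 100 splits of the rats between the age groups as many genes passed. Of the 113 genes, 57 passed the unadjusted limit in both regions, and 53 of these changed in opposite directions. With the rat as a block 11 genes passed, 10 of them among the 113, so the number depends on how the pairing of libraries is handled. With the cortex index in the fit 149 genes passed, 110 with a higher and 39 with a lower age effect in the mPFC, but 51 of the 113 genes were among them and 62 were not. More cortical tissue in the white matter of young rats thus stays open for most of the 113 genes. The 113 genes held 4 genes of the cortex list and 8 of the white matter list. Each age effect was taken within its own table, so a constant difference in scale between the regions drops out. The deeper mPFC libraries of young rats were not tested as a cause for this term. The number series, over which young and aged rats are unevenly spread, was not tested for it either and stays open. Between the mPFC and region CA1, 0 genes passed, and 463 reached an unadjusted p-value under 0.05. With a count of 0, all 100 of 100 splits give as many, so the splits say nothing about this pair. A difference in aging between the regions stays open, as a hypothesis found and tested on the same libraries.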

How the results depend on the processing

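The alternatives set before the data were examined are those listed in the processing summary. Fits within a number series, array weights, filters on any library, thinned reads, the principal component in region CA1, the cortex index, the age index with 1 rat left out or with genes of other regions, and the number series for shared genes were chosen after seeing the data. Apart from the alternatives named below, the total of each count stayed within a factor of 1.5 of its reported value. The numbers of increased and decreased genes moved more. The cause of a change was not tested unless stated.

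With the 17 rats that gave white matter, 1925 mPFC genes instead of 846 passed the unadjusted limit for age and 233 instead of 9 the adjusted limit, while 0 instead of 4 CA1 genes passed the adjusted limit (1192 CA1 genes reached an unadjusted p-value under 0.05). Of the 846 mPFC genes, 466 passed among these rats too. With the number series as a term, 1072 white matter genes passed the unadjusted and 132 the adjusted limit, against 2317 and 378, and 272 instead of 125 CA1 genes passed for the impairment label. With a one-way ANOVA on the normalized counts, 0 mPFC genes (1533 at an unadjusted p-value under 0.05) and 225 white matter genes passed the adjusted limit, and 48 and 103 genes were shared by region CA1 with the mPFC and with white matter, against 81 and 161. The edgeR test gave more decreased than increased genes in white matter (1178 increased, 1321 decreased), 244 increased and 200 decreased in region CA1 where 306 and 97 are reported, and 64 higher and 121 lower for the CA1 label where 61 and 64 are reported. The ANOVA gave 196 increased and 144 decreased genes in region CA1, and more decreased than increased genes in the mPFC (403 and 469). Decreased CA1 genes were 152 without a filter and 211 over the 17 rats. The edgeR test gave 619 increased and 323 decreased genes in the mPFC where 467 and 379 are reported. Decreased mPFC genes were 663 with the number series and 934 over the 17 rats where 379 are reported, and 241 and 235 without rats 2175 and 2176. In white matter the number series left 645 increased and 427 decreased genes where 1272 and 1045 are reported. The edgeR test gave 22 mPFC genes and rescaling to the same total 5 at the adjusted limit. With a filter on every library, 2 CA1 genes passed the adjusted limit. Without a filter, which tests more genes, 181 genes differed between AI and AU rats and 246 for the CA1 label, 1 of them at the adjusted limit where 0 passed before. With all 31 mPFC libraries in the fit, 140 genes differed between AI and AU rats. At an adjusted p-value under 0.05 in both regions, 4, 0 and 4 genes were shared by the mPFC and white matter, the mPFC and region CA1, and region CA1 and white matter. With the rat as a block, the age by region term of the mPFC and white matter passed for 11 genes instead of 113.

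Among the alternatives chosen after seeing the data, fits within a number series use fewer rats. Within the 1918 to 1936 series, 73 mPFC genes passed the unadjusted limit for age and 2 the adjusted limit, and 20 genes differed between AI and AU rats, 6 higher and 14 lower in AI rats. Within the 2172 to 2191 series, 20 mPFC and 14 CA1 genes passed the adjusted limit for age, 814 CA1 genes the unadjusted limit, and 1165 and 179 white matter genes the 2 limits. In that series 361 genes differed between AI and AU rats at the unadjusted limit and 3 at the adjusted one, and 209 genes differed for the CA1 label. Array weights raised the unadjusted counts for age to 1830 in the mPFC and 711 in region CA1, the adjusted counts to 255, 23 and 909 in the mPFC, region CA1 and white matter, and the counts for AI against AU and the CA1 label to 223 and 423. With the ANOVA over genes above 5 in at least 1 library, the adjusted counts were 0, 2 and 206 (1634 mPFC genes at an unadjusted p-value under 0.05), and 135 genes differed between AI and AU rats. With the side of the first principal component as a term, 781 CA1 genes passed the unadjusted and 10 the adjusted limit for age, and 246 for the label. With the cortex index as a term, 1107 white matter genes passed the unadjusted and 197 the adjusted limit. Of these 1107 genes, 748 were among the 2317.

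With 1 library left out at a time, the counts for age ranged from 569 to 1035 (unadjusted) and from 0 to 30 (adjusted) in the mPFC, from 338 to 556 and from 4 to 40 in region CA1, and from 1582 to 3484 and from 201 to 1251 in white matter. The AI against AU count ranged from 54 to 125 and its adjusted count was 0 throughout, and the count for the CA1 label ranged from 83 to 232. Single libraries decide the adjusted counts. No mPFC gene passed without rat 121412, 121448, 2175 or 2176, 1 gene passed without rat 121445, 4 without rat 1926, and 16, 17, 18 and 30 passed without rats 1932, 1920, 1919 and 1925. In region CA1, 8 genes passed without rat 1927 and 40 without rat 121413. In white matter, 954 and 1251 genes passed without rats 121437 and 2172, and 201 to 250 without rats 121445, 121412, 2181, 2190, 2191, 2189, 2182 and 2173. The unadjusted count was 3484 without rat 2172, and its decreased genes ranged from 636 without rat 121412 to 1738 without rat 121437, where 1643 increased. For the CA1 label, 83 genes passed without rat 2182 or 2191, and 192, 215, 222 and 232 without rats 2190, 121437, 2185 and 2181. Without rat 1924, 125 genes differed between AI and AU rats.

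The difference of the age index between AI and AU rats was -0.406 without rat 1924 and reversed to 0.107 without rat 1925, to 0.0408 without rat 1932 and to 0.531 within the 2172 to 2191 series. Within the 1918 to 1936 series, with each rat left out in turn, it ranged from -1.02 without rat 1924 to 0.00568 without rat 1925. Within the 2172 to 2191 series it was 0.369, 0.654, 0.631, 0.694, 0.341, 0.457, 0.663 and 0.437 without rats 2180, 2181, 2182, 2184, 2185, 2189, 2190 and 2191. In no setting did its permutation p-value fall under 0.0952. The 3 named genes kept their direction in all 39 fits under alternatives that give a log2 fold change and passed the adjusted limit in 34 of them. The ANOVA on normalized counts, under which no mPFC gene passed, is not among these. With each library left out, they passed in 78 fits and failed in 15. All 3 failed within the 1918 to 1936 series (adjusted p-values of 0.999), and 2 failed within the 2172 to 2191 series (0.0851 and 0.0896).

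The oligodendrocyte marker index as a term, and all alternatives for the genes of Tables 2, 3, 4 and 6 and for the transcription and IEG indices, were not run, since the Ensembl numbers could not be paired with gene symbols. In simulated data, 88% or more of changes by a factor of 2 were recovered at an adjusted p-value under 0.05. Only 38% of changes by a factor of 1.5 were recovered with the AI and AU groups and 47% with the white matter groups. Changes of that size can thus have been missed at this limit. The depth was not varied in these simulations, so its part in the recovery was not tested.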

Differences from the paper's values

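The mean depth was 10.4 M reads on genes per library, against the paper's 18.8 M reads per sample, a value for the reads each sample contained. No alternative bears on this value.

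In region CA1 306 genes increased with age, against the paper's 182. Of the alternatives set before the data were examined, the filter on every library (229 genes), the one-way ANOVA on normalized counts (196) and the edgeR test (244) came within a factor of 1.5, as did 5 of the 31 fits that left out 1 library. The 2 pseudocounts, no filter, rescaling, the number series and the 17 rats with white matter did not. Of those chosen after seeing the values, the ANOVA over genes above 5 in at least 1 library (215) and thinned reads (237) did.

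In white matter 2317 genes differed with age, against the paper's 1529. For its enrichment, the paper kept only genes with a gene ontology term. It does not say directly whether its age counts carry this filter. The genes it gives for enrichment, 940 increased and 589 decreased, make up its count of 1529. Its lists for the mPFC and region CA1 make up its counts there too. Its age counts thus appear to be limited to genes with such a term. The filter was not applied here, so the compared sets of genes differ. How much of the difference this explains was not tested. Of the alternatives set before the data were examined, the filter on every library (2181), the ANOVA (1959), rescaling to the same total (2275), the number series (1072) and 12 of the 17 fits that left out 1 library came within a factor of 1.5. The 2 pseudocounts, no filter and the edgeR test did not. Of those chosen after seeing the values, the 2172 to 2191 series alone (1165), the ANOVA over genes above 5 in at least 1 library (2038), thinned reads (2152) and the cortex index (1107) did. Of these genes 1045 decreased, against the paper's 589. The ANOVA (802), the number series (427) and 7 of the 17 fits that left out 1 library came within a factor of 1.5, and none of the other alternatives set before the data were examined did. The 2172 to 2191 series alone (421), the ANOVA over genes above 5 in at least 1 library (844) and the cortex index (548), chosen after seeing the values, did too.

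The numbers of genes in the overlaps of Fig. 4 were read by eye. Genes that decreased in the mPFC and white matter only were 26, against about 14 in Fig. 4. The ANOVA gave 16, and the number series, chosen after seeing the values, gave 11. Genes that increased in the mPFC and region CA1 only were 34, against about 16 in Fig. 4, with 15 over the 17 rats with all libraries and 17 from the ANOVA. The number series, chosen after seeing the values, gave 50 and moved away from Fig. 4. Genes that increased in region CA1 and white matter only were 104, against about 65 in Fig. 4, with 70 from the ANOVA and 79 with the number series, chosen after seeing the values. Genes that decreased in region CA1 and white matter only were 15, against about 8 in Fig. 4, with 12 from the ANOVA and 7 with the number series, chosen after seeing the values. Genes that increased in all 3 regions were 41, against about 16 in Fig. 4, with 20 from the ANOVA. Here too the number series, chosen after seeing the values, moved away from Fig. 4, with 53. In each of these overlaps the other alternatives set before the data were examined, an adjusted p-value in both regions and, apart from the mPFC and region CA1, the 17 rats with all libraries, did not come within a factor of 1.5.

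The paper reports more decreased than increased age-related genes in the mPFC. Here 467 increased and 379 decreased. More genes decreased with the ANOVA (403 and 469), with no filter (484 and 536) and with the number series (497 and 663), and with the ANOVA over genes above 5 in at least 1 library (414 and 509), chosen after seeing the values. The paper gives a range for the excess of increased over decreased genes among overlapping genes. Counted with the genes shared by all 3 regions, the ratio of 5.7 for the mPFC and white matter lies inside this range. The ratios of 12.5 for the mPFC and region CA1 and 9.06 for region CA1 and white matter lie above it. Whether the paper's range counts genes shared by all 3 regions is not stated. Without them, the increased and decreased genes were 113 and 26, 34 and 5, and 104 and 15, all inside the range. With the ANOVA the ratios that count these genes were 7, 3.36 and 6.92, all inside the range. Without these genes, the ANOVA gave 99 and 16, 17 and 10, and 70 and 12. The mPFC and region CA1 then lay below the range. With these genes, the ratios over the 17 rats with all libraries were 7.4, 17 and 4.53. With the number series, chosen after seeing the values, they were 11, 8.58 and 18.9. At an adjusted p-value in both regions no gene decreased, so no ratio could be given. The paper ranks white matter above the mPFC in its number of age-related genes. The 2 regions changed places with the number series as a term, with 1160 genes in the mPFC and 1072 in white matter. The paper gives region CA1 the smallest number. Within the 1918 to 1936 series, a fit chosen after seeing the values, region CA1 had 387 genes and the mPFC 73.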

Other observations

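The tests of the number series against the unadjusted counts, the split of the CA1 libraries, the cortex index against the unadjusted count, the comparison over the same 17 rats, the fit without rat 1932, the AI change in both number series and the fold changes of Table 6 were chosen only after the result was seen. The adjusted counts with the number series or the cortex index in the fit were tested because the unadjusted ones had come out near the limit. The tests of thinned reads, the number series and the cortex index were first read by the number of splits that gave as many genes, which measures chance and not these explanations. Reading them by whether most of the same genes still passed was decided with all values known, so both values are given. A first set of random splits had been seen before the set reported here was drawn. Numbers near 5 of 100 differed by a few splits between the sets, and for the genes shared by region CA1 and white matter they lay on both sides of 5, so numbers from 3 to 7 of 100 are borderline.

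As many age-related genes at the unadjusted limit were given by 11 of 100 splits of the mPFC libraries, 28 of the CA1 libraries and 4 of the white matter libraries, the real split included. At the adjusted limit, 1, 3 and 3 of 100 splits gave as many genes in the mPFC, region CA1 and white matter. The unadjusted counts in the mPFC and region CA1 thus lie within what other splits of the same libraries give, and a chance difference between the groups stays open for them. At the adjusted limit few splits gave as many genes, and the counts for region CA1 and white matter are borderline. Over the 17 rats with white matter, 1 of 100 splits gave as many mPFC genes and 14 as many CA1 genes.

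Young and aged rats are spread unevenly over the 3 series of rat numbers, and the series differ widely. The 14 mPFC libraries of the 1918 to 1936 series differed from the 17 others for 6331 genes at the unadjusted limit, more than the 846 for age. With the series in the fit, the age count rose to 1160 genes in the mPFC and 536 in region CA1 and fell to 1072 in white matter, and 8, 32 and 6 of 100 splits within the series gave as many. At the adjusted limit with the series in the fit, 11, 5 and 132 genes passed, and 1, 2 and 1 of 100 splits within the series gave as many. Of the 846, 403 and 2317 genes at the unadjusted limit without the series, 578, 270 and 893 passed with it, and of the 9, 4 and 378 genes at the adjusted limit 5, 3 and 124. The series as the whole cause is therefore argued against for most mPFC and CA1 genes, few as they are at the adjusted limit, and it stays open for most white matter genes. A chance difference within the series stays open for the unadjusted counts. Within the 2172 to 2191 series, 4, 7 and 6 of 100 splits gave as many genes in the mPFC, region CA1 and white matter. The mPFC age changes of the 1918 to 1936 and the 2172 to 2191 series correlated across genes at 0.244, and 2 of 100 splits within the series gave as large a value, which is consistent with an age change that both series share.

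The mPFC libraries of young rats were deeper. With reads thinned to the shallowest library, 812 instead of 846 genes passed in the mPFC, 644 of them the same genes, and 11 of 100 splits of the thinned libraries gave as many. Depth as the main source of the count is argued against, since 644 of the 846 genes passed at equal depth too. The 11 splits, as many as without thinning, leave a chance difference between the groups open. A difference with age stays open as well.

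Along the first principal component of region CA1, which held 22.4% of the variance, 11 libraries stood apart from the 20 others, and 8136 genes differed between the sides at the unadjusted limit. The 11 libraries were all from the 2172 to 2191 series and held 3 young and 8 aged rats. Since 8 of the 11 were aged and 12 of the 20 others were aged too, age does not account for this split. A batch is a candidate explanation that the design does not test, since the labels name none.

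White matter had 2.74 times as many age-related genes as the mPFC. Over the same 17 rats the ratio was 1.2, and within the 2172 to 2191 series 1.01, so much of the difference may come from the different rats in each count. A larger amount of cortical tissue in the white matter of young rats was examined as a source of the white matter count. The genes of the index were chosen on aged rats that are part of this comparison. The cortex index was 6.62 ± 0.465 (SD, n = 8) in young and 6.10 ± 0.54 (SD, n = 9) in aged rats (exact permutation test, p = 0.052), and within the 2172 to 2191 series the difference, aged minus young, was -0.34 (exact permutation test, p = 0.16). Of the genes that decreased with age in white matter 11.6% were on the cortex list, of those that increased 0%, and of all tested genes 3.2%. The age change correlated with the difference between the mPFC and white matter at -0.611 across genes, and 7 of 100 splits gave a value as far from 0. With the index in the fit, 1107 instead of 2317 genes passed the unadjusted limit, 748 of them among the 2317, and 5 of 100 splits gave as many. At the adjusted limit 197 genes passed, 141 of them among the 378 that passed without the index, and 1 of 100 splits gave as many as the 197. Cortical tissue may thus account for part of the white matter count, and it stays open for most of the 2317 and of the 378 genes, since the index itself differed between the ages. Loss of the same transcripts from white matter with age would give the same pattern and stays open.

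As many genes were shared by the mPFC and white matter in 1 of 100 splits of the rats, by the mPFC and region CA1 in 1, and by region CA1 and white matter in 3. The excess of increased over decreased genes among them was as high in 31, 32 and 22 of 100 splits. Other splits shared 2 or 3 genes by the median, for which a lopsided share is frequent, so the direction of the excess is not shown to exceed chance by this test.

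Between AI and AU rats, as many genes passed the unadjusted limit in 79 of 100 splits of the aged rats, and as few in 22 of 100. The low count of 76 against 409 by chance thus lies within what splits give. The library of rat 1932, with a median correlation of 0.8765 with the other mPFC libraries where the next lowest was 0.9477, is argued against as its whole cause, since without it 99 genes passed. Within the 1918 to 1936 series 99 of 100 splits gave as many genes and within the 2172 to 2191 series 13 of 35. The AI minus AU changes of the 2 series correlated at -0.0575 across genes, and 73 of 100 splits gave as large a value, so no shared change was detectable. In region CA1, 125 genes passed for the impairment label (61 higher, 64 lower), 0 after adjustment and 351 at an unadjusted p-value under 0.05, and 81 of 100 splits gave as many. The AI minus AU change of the mPFC correlated at 0.0438 with that of region CA1 in the same rats, and 29 of 100 splits gave as large a value.

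Of 46 genes higher in AI rats at the unadjusted limit that were also tested for age, 38 were lower in aged than in young rats and 8 higher, and 4 of the 38 passed the unadjusted limit for age. Of 29 genes lower in AI rats, 13 were lower and 16 higher in aged rats. The correlation of the 2 changes over all genes was as far from 0 in 58 of 100 splits.

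Table 6 prints 16 pairs of a fold change for AI against AU and a fold change for age. Without use of gene names, 15 of the 16 pairs were met by at least 1 listed gene that had the age value as printed and lay within 5% of the AI against AU value. When the pairs were shuffled 1000 times, the median was 9 and 1 shuffling reached as many. Within 1%, 11 pairs were met and at most 9 after shuffling. Chance pairing is argued against, in line with the values of Table 6 being ratios of these normalized counts. The genes met were not assigned to the names in the table.

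Libraries were paired by the rat number alone. The mean of each age group within a region was first taken out. The median correlation between the mPFC and CA1 libraries of a rat was then -0.0226 across genes, against 0.0112 for libraries of different rats. Of 31 rats, 10 were above 0.1. For the mPFC and white matter it was 0.0461, with 6 of 17 rats above 0.1, and for region CA1 and white matter 0.0619, with 7 of 17.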
